# HOX13-dependent chromatin accessibility underlies the transition towards the digit development program

**DOI:** 10.1038/s41467-020-16317-2

**Published:** 2020-05-19

**Authors:** Ines Desanlis, Yacine Kherdjemil, Alexandre Mayran, Yasser Bouklouch, Claudia Gentile, Rushikesh Sheth, Rolf Zeller, Jacques Drouin, Marie Kmita

**Keywords:** Developmental biology, Epigenomics, Gene regulation, Chromatin

## Abstract

*Hox* genes encode transcription factors (TFs) that establish morphological diversity in the developing embryo. The similar DNA-binding motifs of the various HOX TFs contrast with the wide-range of HOX-dependent genetic programs. The influence of the chromatin context on HOX binding specificity remains elusive. Here, we used the developing limb as a model system to compare the binding specificity of HOXA13 and HOXD13 (HOX13 hereafter), which are required for digit formation, and HOXA11, involved in forearm/leg development. We find that upon ectopic expression in distal limb buds, HOXA11 binds sites normally HOX13-specific. Importantly, these sites are loci whose chromatin accessibility relies on HOX13. Moreover, we show that chromatin accessibility specific to the distal limb requires HOX13 function. Based on these results, we propose that HOX13 TFs pioneer the distal limb-specific chromatin accessibility landscape for the proper implementation of the distal limb developmental program.

## Abstract (web summary)

Pioneer factors direct cell fate through switching inaccessible chromatin to an accessible state at specific target enhancers. Here the authors show that HOX13 transcription factors have a pioneer activity which is required for the proper implementation of the distal limb developmental program.

## Introduction

The differential expression of the *Hox* genes along the main axis of the developing embryo establishes positional information that instructs cells about their fate, ultimately generating morphological diversity^1–3^. Consequently, spatial or temporal deregulation of *Hox* genes can cause severe alterations of the body plan^3^. In most Vertebrates, *Hox* genes are grouped in four clusters, referred to as *HoxA–D* clusters. The coordinated regulation of the *Hox* genes is associated with their cluster organization, whereby the sequential activation of the *Hox* genes follows the gene order on the chromosome (groups 1–13). The wide-range of morphological features associated with the distinct HOX TFs contrasts with the similarity in their DNA-binding motifs^4^. Several studies uncovered the relevance of co-factors, notably the MEIS and PBX family of TFs, in increasing DNA-binding specificity^4–6^. Comparison of genome-wide binding of the HOXA and HOXD TFs relevant to limb development, assessed following retroviral infection of individual *Hox* gene in chicken mesenchymal limb bud cells, further substantiated the functional significance of co-factors in HOX-binding specificity^7^. Strikingly, principal component analysis of HOX DNA binding in this primary cell culture system also revealed that group 11 HOX TFs and HOXD13 cluster in the same subgroup^7^ despite the fact that HOXA11/HOXD11 are required for the zeugopod (forearm) developmental program^8^, while HOXA13 and HOXD13 are mandatory for digit development^9^ (Fig. 1a). Such apparent discrepancies between the binding profiles in micromass culture and the function of group 11 and 13 HOX TFs in the developing limb may be related to cell-type dependent DNA-binding specificity, as HOXA11 and HOX13 are expressed in distinct domains of the limb bud. Interestingly, Porcelli et al.^10^ by analyzing binding specificity of *Drosophila* HOX factors transfected in Kc167 cells, provided evidence that HOX factors vary in their capacity of binding chromatin in an inaccessible state. In turn, it suggests that cell type-specific differences in the chromatin accessibility landscape may change the genome-wide binding of HOX factors in a cell type-specific manner, at least for those HOX factors unable to bind inaccessible chromatin. More generally, it raises the question of the extent to which changes in the chromatin accessibility landscape modulate the target repertoire of the HOX TFs spatially/temporally during embryogenesis.

**Fig. 1:**
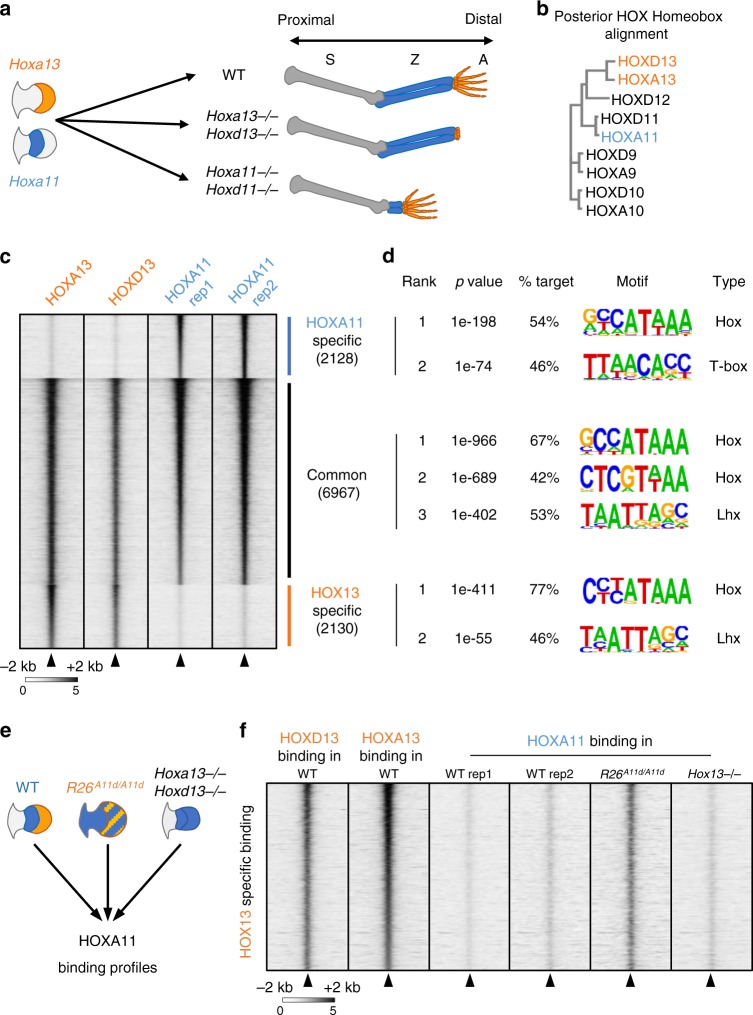
Loss of HOX13 specificity upon *Hoxa11* expression in distal limb buds. **a** Schematics illustrating the mutually exclusive expression pattern of *Hoxa11* and *Hoxa13* in mouse limb buds (left) as well as the forelimb phenotype associated with the inactivation of *Hoxa/d11* and *Hoxa/d13* (right). **b** Alignment of 5′*Hoxa* and *Hoxd* homeobox sequences revealing the close relationship between HOXA/D11 and HOXA/D13. **c** Heatmap showing ChIP-seq read density of HOXA11 (blue) and HOXA/D13 (orange) at all peaks for HOXA11 and HOXA13 with a *p* value < 10^−20^, in a 4 kb window. Peaks are ranked based on *p* value (Poisson distribution *p* value based on lambda and corrected for multiple comparison using the Benjamini–Hochberg correction computed by MACS2) and according to the binding specificity. Color scale indicates reads per million reads (RPM). **d** Top scoring motif uncovered using HOMER de novo motif analysis in a 200 bp window around the peaks center, for the three categories depicted in panel (**c**). **e** Schematics showing the expression pattern of *Hoxa11* (blue) and *Hoxa13* (orange) in wild type, *Prrx1Cre;Rosa*^*Hoxa11/Hoxa11*^ mouse (*R26*^*A11d/A11d*^) and *Hoxa13*^*−/−*^*;Hoxd13*^*−/−*^ (*Hox13*^*−/*−^) mouse limb buds. These were used to assess binding of HOXA11. **f** Heatmaps showing a 4 kb window of ChIP-seq read density for HOXA13 and HOXD13 in wild type (left), HOXA11 in wild type (middle), *R26*^*A11d/A11d*^ and *Hox13*^*−/*−^ (right) E11.5 forelimb buds at HOXA13-specific peaks with a *p* value < 10^−20^. Peaks are ranked based on *p* value of HOXA13 binding (Poisson distribution *p* value based on lambda and corrected for multiple comparison using the Benjamini–Hochberg correction computed by MACS2). Color scale indicates reads per million reads (RPM). Source data are provided as a Source Data file.

To address this question, we investigated the impact of cellular context on the genome-wide binding of HOXA11 and HOX13, which are normally expressed in mutually exclusive domains in the developing limb (Fig. 1a) but have highly similar homeodomain sequences (e.g., ref. ^7^; Fig. 1b). Our data reveal that the HOX13-specific targets, as compared to the HOXA11-binding repertoire, are loci bound by HOXA11 when HOXA11 is expressed in the HOX13 limb domain. This tissue-specific variation of the HOXA11 binding repertoire is associated with changes in the chromatin accessibility landscape triggered by HOX13. Importantly, our data reveal that the HOX13-dependent gain in accessibility at HOX13 targets corresponds to the gain in accessibility that accompanies the transition from proximal to distal limb.

## Results

### HOXA11 binding varies in a tissue-specific manner

To investigate the impact of the cellular context on the target repertoire of HOXA11 and HOX13, we first analyzed the genome-wide binding of HOXA11 in wild-type limb buds at embryonic day 11.5 (E11.5), by performing chromatin immunoprecipitation followed by high-throughput sequencing (ChIP-seq) and compared the data with those previously reported for HOX13 (ref. ^11^) (Fig. 1c; Supplementary Fig. 2). Reminiscent of the distribution of HOX13-bound loci in distal limbs^11^, the vast majority of HOXA11 ChIP-seq peaks are located at genomic regions distinct from transcriptional start site (TSS; Supplementary Fig. 2h). While most peaks are common in both data sets, 23% of HOXA11 (i.e., 2128) or HOX13 (i.e., 2130) targets are located at distinct loci (Fig. 1c) and de novo motif search uncovered slight differences in HOX motifs for common vs. specific targets (Fig. 1d). We next tested whether the cellular environment could modulate the specificity distinguishing HOXA11 from HOX13-binding sites. To this aim, we analyzed HOXA11-binding profile in *Prrx1:Cre;Rosa26*^*Hoxa11/Hoxa11*^ limb buds in which *Hoxa11* is ectopically expressed distally^12^ (*R26*^*A11d/A11d*^ in Fig. 1e). We observed that the loci identified as HOX13-specific targets in the wild-type limb bud are bound by HOXA11 in *R26*^*A11d/A11d*^ limb buds (Fig. 1f). This result suggested that the primary driver for the distinct HOXA11- and HOX13-binding profiles in wild-type limb buds is associated with their expression in distinct cell populations. To further assess whether this ectopic HOXA11 binding is due to the presence of HOX13 or triggered by other factors specific to distal limb cells, we took advantage of the *Hox13*^*−/−*^ mutant^9^ in which *Hoxa11* is distally expressed^11,13,14^. Analysis of HOXA11 genome-wide binding in *Hox13*^*−/−*^ limbs revealed that the ectopic HOXA11 binding at HOX13 targets observed in *R26*^*A11d/A11d*^ limbs were absent in *Hox13*^*−/−*^ limbs (Fig. 1f, Supplementary Fig. 3a) while the wild-type HOXA11-binding pattern was unaffected (Supplementary Fig. 3b, c). This result indicated that the capacity of HOXA11 to bind new loci when expressed in the distal limb bud is dependent on HOX13 function.

### HOX13 pioneer action expands HOXA11-binding repertoire

To assess whether chromatin accessibility may influence HOXA11 and HOX13 binding, we performed assay for transposase accessible chromatin followed by high-throughput sequencing (ATAC-seq^15^) on proximal and distal wild-type limb buds. We identified 1629 sites showing stronger accessibility in distal limb buds (Fig. 2a, Supplementary Fig. 4a). The prevalent motif associated with these sites is the previously identified HOX13 motif (Fig. 2b), while distinct motifs are found at proximal limb-enriched ATAC peaks (Supplementary Fig. 4b). Accordingly, HOX13 TFs bind distal limb-enriched accessible sites and not the proximal limb-specific accessible sites (Fig. 2c). Moreover, these distal limb sites tend to be associated with genes involved in digit morphogenesis, supporting their involvement in the distal limb program (Supplementary Fig. 4c–f). Previous analysis of HOX13-dependent gene regulation revealed that the transition from the early to the distal/late limb developmental program relies on HOX13 function and it was proposed that this switch in developmental program could be associated with a potential pioneer activity of the HOX13 TFs^11^. The finding that cellular environment modulates HOXA11 binding in a HOX13-dependent manner (Fig. 1) prompted us to test whether the ectopic HOXA11 binding at loci normally specifically bound by HOX13 could originate from changes in chromatin accessibility mediated by HOX13 TFs. 

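ATAC-seq marks open chromatin by the positions at which the transposase Tn5 inserts sequencing adapters. Distal forelimb buds were dissected at E11.5, and each library was made from 50000 cells of the pooled left and right buds of a single embryo. There were 2 libraries from wild-type embryos and 2 from *Hox13*-/- embryos, in which *Hoxa13* and *Hoxd13* are inactivated. The paper states totals of 61017754 and 60436768 reads for the wild-type libraries and of 56294651 and 56259930 reads for the *Hox13*-/- libraries. Of these, it states 38578851 and 34571856 reads as uniquely mapped in wild type and 34791774 and 35322840 in *Hox13*-/-. The authors aligned the paired-end reads to the mm10 genome, called peaks in each library and merged the peaks of the 4 libraries. They deposited a regularized log (rLog) value per library for 61954 merged peaks, all on the 19 autosomes. The rLog values are on a log2 scale, are scaled for library size and are shrunk towards the mean of each peak, more strongly where a peak has few reads. They hold no read counts, so the depth behind a single peak is unknown. The difference between the genotypes, *Hox13*-/- minus wild type, was tested at every peak with limma, with a variance trend on mean signal and Benjamini-Hochberg adjustment. Its standard errors and p-values rest on a spread shared by peaks of similar mean signal. A peak's own replicate spread does not enter them. A peak was taken as changed when the adjusted p was under 0.05 and the difference was beyond 1 in size. That is a fold change of 2 on the shrunken rLog scale. The authors also deposited fold changes that are less shrunken, with 1135 peaks decreased and 1983 increased past 2-fold at an adjusted p under 0.05. The cut on rLog is therefore stricter. By the criteria on rLog 139 peaks were decreased and 194 were increased in *Hox13*-/- distal limbs. The fold threshold moved these numbers most, and without it 5146 peaks were lower and 7040 were higher at an adjusted p under 0.05. With each library centred on its median, the decreased peaks outnumbered the increased ones, at 163 against 151.

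Both targeted genes overlapped ATAC-seq peaks. *Hoxa13*, on chromosome 6 from 52257694 to 52260880, overlapped 1 peak over its transcription start site, from 52260663 to 52261042. Its rLog values were 5.71 and 5.95 in the wild-type libraries and 5.66 and 5.84 in the *Hox13*-/- libraries. The difference of −0.08 (standard error 0.130, limma adjusted p = 0.71) was smaller than the spread between replicates and changed sign when either wild-type replicate 2 or *Hox13*-/- replicate 1 was left out. *Hoxd13*, on chromosome 2 from 74668310 to 74671599, overlapped a peak over its transcription start site from 74668196 to 74668383, with values of 4.06 and 4.17 in wild type and 3.70 and 3.50 in *Hox13*-/-. That difference was −0.52 (standard error 0.126, limma adjusted p = 6.1e-04). For this peak the log2 fold change that the authors deposited is −2.23, and they list it as decreased. A second peak in an exon of *Hoxd13*, from 74670609 to 74670764, had values of 3.55 and 3.50 in wild type and 3.49 and 3.62 in *Hox13*-/-, which are not distinguishable. These values measure accessibility over the genes and not their expression. Whether the targeted alleles themselves alter the signal over these genes was not tested.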

We thus performed ATAC-seq on wild type and *Hox13*^*−/−*^ distal limbs (Supplementary Fig. 5a) and identified substantial changes in chromatin accessibility (Fig. 2d). Interestingly, loci with decreased accessibility in *Hox13*^*−/−*^ distal limbs were found primarily associated with a motif highly similar to the HOX13 motif (Fig. 2e) and were loci with distal limb-specific chromatin accessibility in the wild-type context, which for the vast majority were bound by HOX13 (Fig. 2f). In contrast, loci with increased accessibility in *Hox13*^*−/−*^ distal limbs were poorly correlated with the HOX13 ChIP-seq peaks identified in the wild-type context, suggesting that this gain in chromatin accessibility is an indirect outcome of *Hox13* inactivation (Supplementary Fig. 5b, c). 

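The authors' deposited table lists 1135 peaks with an adjusted p under 0.05 and a fold change above 2 towards lower accessibility in *Hox13*-/-. The whole window of each peak was searched on both strands for YYHRTAAA, a HOX motif read from the logo of Fig. 3e, in which Y stands for C or T, H for A, C or T, and R for A or G. Of the decreased peaks, 809 (71.3%) held at least 1 match. Of the 58836 unchanged peaks, 12664 (21.5%) did, which gave an odds ratio of 9.05 (two-sided Fisher's exact test, p = 7.0e-274). Peaks are not independent replicates, so this p describes the peak classes of these 4 libraries. In the 200 bp around the midpoint of each peak, a window that takes in flanking sequence at the 23875 peaks shorter than it, 60.4% of decreased and 17.0% of unchanged peaks had a match. The choice of classes moved the odds ratio most. With the decreased and unchanged peaks taken from limma on the rLog values, it was 22.9, with a match in 121 of the decreased peaks (87.1%). Decreased peaks were longer and lower in GC content than unchanged ones, with medians of 319 against 241 bp and of 43.8 against 52.5%. With both in a logistic model the odds ratio was 3.76 (95% interval 3.26 to 4.33).

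Among the decreased peaks, the smallest p was found on chromosome 6 from 47650850 to 47651561, in intergenic sequence upstream of *Ezh2*, at −56.2 kb from its transcription start site. Its rLog was 8.44 ± 0.018 (SD, n = 2) in wild type and 6.53 ± 0.16 (SD, n = 2) in *Hox13*-/-. The difference was −1.91 (standard error 0.125, limma adjusted p = 9.3e-48). This peak had no motif match, lies 4.61 Mb from *Hoxa13* and borders 8 peaks over repeated sequence. A peak in an intron of *Nbas*, on chromosome 12 from 13460106 to 13460864, had a difference of −1.72 (standard error 0.127, limma adjusted p = 3.1e-37) and 2 matches. An intergenic peak on chromosome 15 from 96881642 to 96882285, 138.0 kb downstream of the start of *Slc38a4*, had 4 matches and a difference of −1.63 (standard error 0.130). A peak in an intron of *Osbpl1a*, on chromosome 18 from 12880920 to 12881687, had 2 matches and likewise differed by −1.63 (standard error 0.129). At each of these 4 peaks the difference was beyond the spread between replicates. That spread was widest at the *Slc38a4* peak, with *Hox13*-/- libraries at 5.23 and 4.80.

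**Figure D1:**
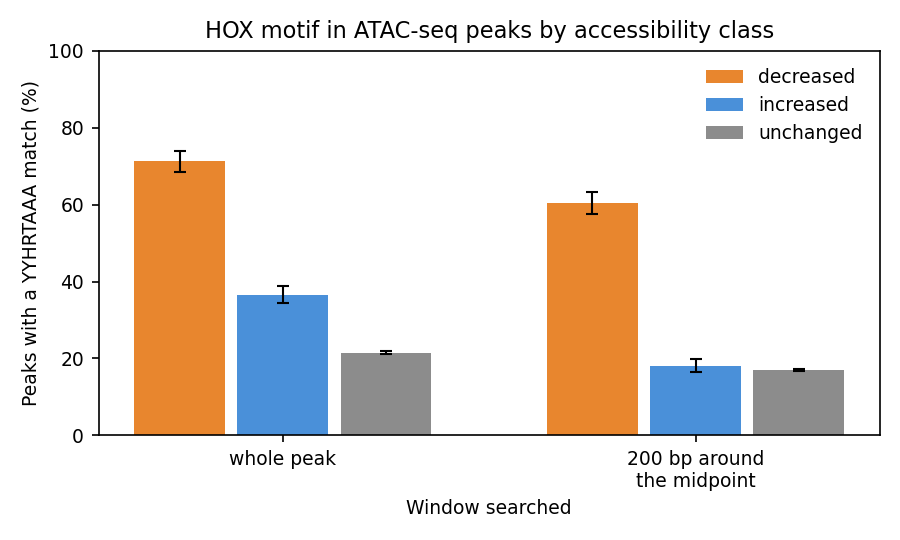
Percentage of peaks with a match to YYHRTAAA (vertical axis) in the peaks that the authors' deposited table lists as decreased (orange), increased (blue) or unchanged (grey), for the whole peak and for the 200 bp around its midpoint, which take in flanking sequence at shorter peaks (horizontal axis); error bars are 95% Wilson intervals. Decreased peaks stand at 71.3% and 60.4%, above unchanged peaks at 21.5% and 17.0%.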

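Increased accessibility was listed for 1983 peaks in the authors' deposited table. All of them were also higher in *Hox13*-/- on the rLog values, by 0.43 to 1.59. They were found away from transcription start sites, with 4.4% lying within 1 kb of one, against 33.1% of unchanged peaks and 5.6% of decreased peaks. In both *Hox13*-/- libraries and in neither wild-type library, the authors' peak caller had found 1168 of them, and 645 of the decreased peaks were called in both wild-type libraries only. Of the 58836 unchanged peaks, 5769 were called in both *Hox13*-/- libraries only and 1203 in both wild-type libraries only. Calls in 1 genotype only thus also occur without a listed change, and more often in *Hox13*-/-. The HOX motif occurred in 36.6% of the increased peaks over the whole window, an odds ratio of 2.11 against unchanged peaks (two-sided Fisher's exact test, p = 4.4e-51). Increased peaks had a median length of 474 bp, and in the 200 bp around their midpoints the share of 18.1% was not distinguishable from that of unchanged peaks (odds ratio 1.08, two-sided Fisher's exact test, p = 0.18).

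The smallest p among increased peaks was that of a peak in an intron of *Dab1*, on chromosome 4 from 104550496 to 104551109. Its rLog was 6.12 ± 0.063 (SD, n = 2) in wild type and 7.71 ± 0.13 (SD, n = 2) in *Hox13*-/-, a difference of 1.59 (standard error 0.127, limma adjusted p = 5.9e-32). An intergenic peak on chromosome 3 from 20985848 to 20986759, at −619.1 kb from the start of *Agtr1b*, was higher by 1.50 (standard error 0.126, limma adjusted p = 9.8e-29). A peak in an intron of *Tgfbr3*, on chromosome 5 from 107251627 to 107252515, was higher by 1.49 (standard error 0.127). On the same chromosome an intergenic peak from 133482076 to 133483179 was higher by 1.48, and on chromosome 3 a peak from 109740525 to 109741560, near *Vav3*, was higher by 1.44. Only the peak near *Vav3* had a motif match among these 5.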

Together, these data provide evidence that the gain of chromatin accessibility during the transition from proximal to distal limb is directly associated with HOX13 function. Moreover, we found that in *R26*^*A11d/A11d*^ limb buds, the ectopic HOXA11 binding at sites which are HOX13-specific in wild-type limb buds, are loci for which chromatin accessibility relies on HOX13 (Fig. 2g–i). 

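The loci of Fig. 2f were compared with the deposited peaks. The paper's source data give 2241 decreased loci for that panel, of which 2000 were compared here. Of these, 14 lie off the autosomes and 1657 overlapped a peak of the authors' deposited table by at least 1 bp. All 1657 were lower in *Hox13*-/-, with a median difference of −0.57 on the rLog values, and 1487 had an adjusted p under 0.05 by limma. Only 921 of the 1657 loci overlapped a peak that the authors' deposited table itself lists as decreased. The paper selected these loci from the same libraries, so their direction is not an independent measurement. Among the peaks decreased by limma, 133 overlapped a listed locus, and none of the increased peaks did. Accessibility in proximal limb buds and HOX13 binding were not analysed here. From the HOX13-like motif at the loci that lost accessibility, their distal-specific accessibility in wild type and the HOX13 binding at most of them, the paper reasons that there is evidence for a direct association of HOX13 function with the accessibility gained from proximal to distal limb.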

Importantly, this ectopic HOXA11 binding was lost in *Hox13*^*−/−*^ limb buds (Fig. 1f), even though *Hoxa11* is expressed in distal cells normally expressing *Hox13*^13^. Together, our results suggested that, in *R26*^*A11d/A11d*^ limb buds, HOX13-dependent chromatin accessibility allows HOXA11 binding at loci that are HOX13-specific in the wild-type limb bud, i.e., in a context where *Hox13* and *Hoxa11* are expressed in mutually exclusive domains. These loci included several previously characterized distal limb enhancers. For instance, several enhancers controlling *HoxD* gene expression in distal limb^16–18^ were identified as loci with ectopic HOXA11 binding in *R26*^*A11d/A11d*^ limb buds and with decreased accessibility in absence of HOX13 function (Fig. 2h). This HOX13-dependent chromatin accessibility is also consistent with the loss of transcriptional activity previously reported at these enhancers in *Hox13*^*−/−*^ limbs^11,19^. Similarly, chromatin accessibility and HOXA11 binding dependent on HOX13 were observed at the enhancer driving *Hoxa11* antisense transcription in distal limb (Fig. 2i), whose function is associated with digit patterning^12^.

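The landscape between the starts of *Atp5g3*, which is on the minus strand, and *Hoxd13*, on chromosome 2 from 73911326 to 74668310 (mm10), held 61 ATAC-seq peaks. These include the peak over the *Atp5g3* start site. At an adjusted p under 0.05 by limma, 20 of them were lower and 4 were higher in *Hox13*-/- distal limbs. On the shrunken rLog scale the difference passed a fold change of 2 at 2 peaks, both intergenic. At the peak from 74190549 to 74191064, which has 1 HOX motif match, rLog fell from 6.04 ± 0.19 (SD, n = 2) in wild type to 4.73 ± 0.23 (SD, n = 2) in *Hox13*-/-, a difference of −1.31 (standard error 0.131, limma adjusted p = 8.2e-21). At the peak from 74392956 to 74393367, without a match, it fell from 5.10 ± 0.15 (SD, n = 2) to 4.06 ± 0.069 (SD, n = 2), a difference of −1.04 (standard error 0.131, limma adjusted p = 3.9e-13). With 1 library left out this difference ranged from −1.15 to −0.93, so it did not always pass a fold change of 2. The authors' deposited table lists 12 decreased peaks and 1 increased peak in this interval. The 12 include the peak over the start site of *Hoxd13*, which is itself a targeted gene. On the rLog values the 12 differed by −1.31 to −0.47, each with both wild-type libraries above both *Hox13*-/- libraries, and the largest limma adjusted p was 0.0012. Of the 12, 6 had a HOX motif match and 11 overlapped a locus listed for Fig. 2f. Both lists were made from the same libraries, so neither the direction at these 12 peaks nor the overlap is an independent measurement. Between *Hoxd13* and the end of *Hoxd1* at 74765142 there were 31 peaks, without the peak over the *Hoxd13* start site, which is among the 61. In the same test 9 of these were higher and none was lower, although median centring, quantile and cyclic loess normalization each gave 6 higher and 1 lower. At an unadjusted p under 0.05 there were 11 higher and 1 lower.

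**Figure D2:**
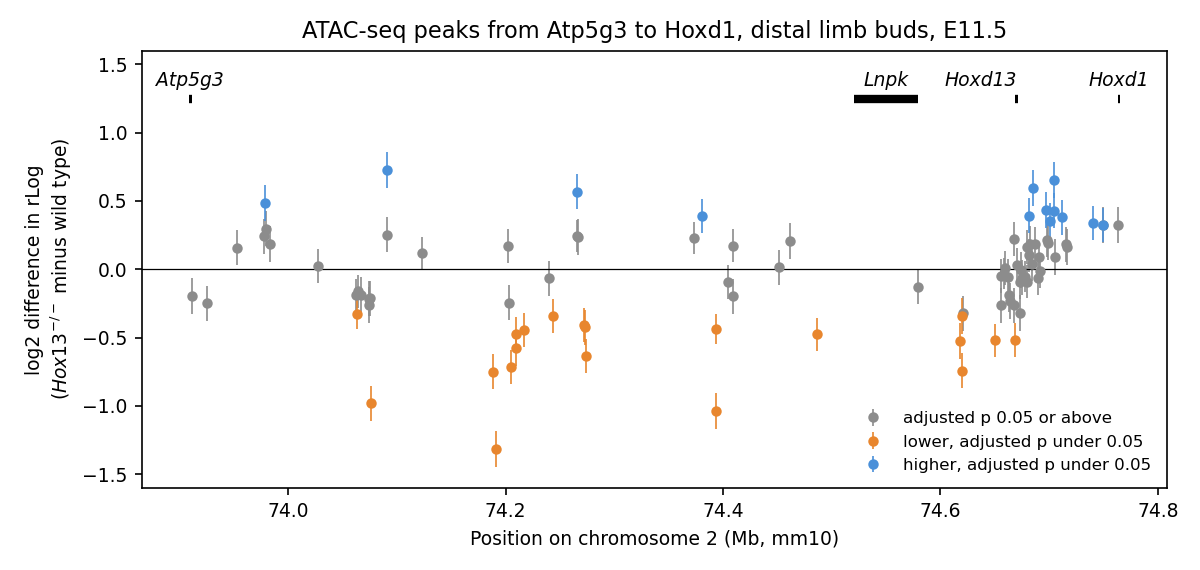
Difference in rLog between *Hox13*-/- and wild-type distal limb buds (vertical axis, log2 scale) at each ATAC-seq peak by its position on chromosome 2 (horizontal axis, Mb, mm10); points are peaks, error bars are limma standard errors, colours show direction at an adjusted p under 0.05, and black bars mark genes. The standard errors rest on a spread shared between peaks and do not show the replicate spread of each peak. The 2 lowest points, at −1.31 and −1.04, lie between *Atp5g3* and *Lnpk*. The peak over the *Hoxd13* start site, at −0.52, is counted with the peaks upstream of it. Of the 31 peaks from there to *Hoxd1*, those that pass the test lie above 0 with the deposited scaling, whereas 1 lay below 0 after each other scaling.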

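*Hoxa11* lies on chromosome 6 from 52242106 to 52245810 on the minus strand, and its antisense transcript, annotated as *Hoxa11os*, from 52244393 to 52249799 on the plus strand (mm10). The deposited table holds 5 ATAC-seq peaks over the 2 genes, of which 2 overlap a decreased locus of Fig. 2f and were taken as the enhancer. The paper selected those loci as decreased from the same libraries, so the direction at the 2 peaks is not an independent measurement. The stronger loss was at the peak from 52244502 to 52245040, in the *Hoxa11* intron and over the 5′ end of *Hoxa11os*, with 6 HOX motif matches. Its rLog was 6.83 ± 0.028 (SD, n = 2) in wild type and 5.09 ± 0.23 (SD, n = 2) in *Hox13*-/-, a difference of −1.74 (standard error 0.129, limma adjusted p = 9.5e-37). For this peak the log2 fold change in the authors' deposited table is −3.13. The neighbouring peak from 52243680 to 52244259, also in the intron and without a motif match, went from 6.44 ± 0.27 (SD, n = 2) to 5.72 ± 0.032 (SD, n = 2). That difference was −0.72 (standard error 0.129, limma adjusted p = 8.3e-07), which is under a fold change of 2. The authors' deposited table lists this peak as decreased, with a log2 fold change of −1.29, past a fold change of 2. The other 3 peaks differed by 0.15, 0.24 and 0.17, none with an adjusted p under 0.05 and 1 with an unadjusted p under 0.05.

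**Figure D3:**
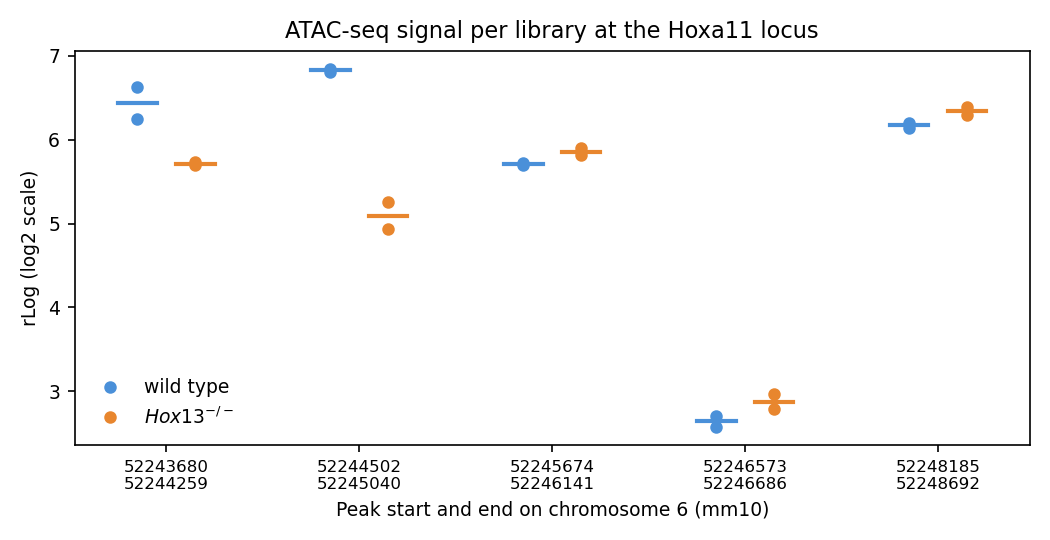
ATAC-seq signal (rLog, log2 scale, vertical axis) at the 5 peaks over *Hoxa11* and *Hoxa11os*, labelled by start and end on chromosome 6 (horizontal axis); points are single libraries of wild type (blue) and *Hox13*-/- (orange), and lines are means of 2 libraries. In the peak from 52244502 to 52245040 the wild-type libraries lie at 6.85 and 6.81 and the *Hox13*-/- libraries at 5.25 and 4.93.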

**Fig. 2:**
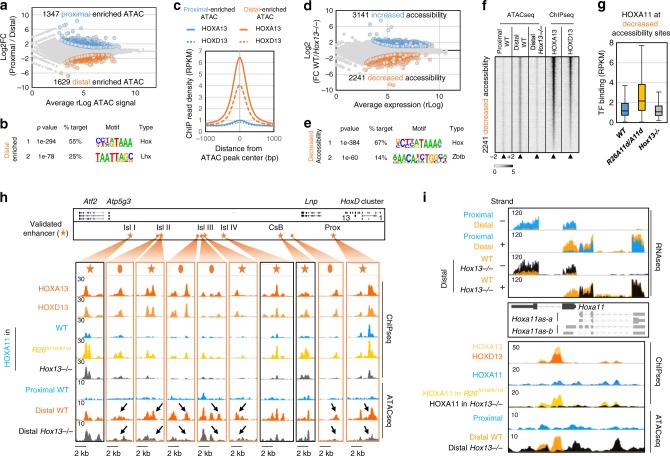
HOX13-specific binding in wild-type limbs correlates with HOX13-dependent chromatin accessibility. **a** MA Plot showing the average rLog (computed using DESeq2) of ATAC signal (*x*-axis) over the log2 fold change of proximal versus distal limb buds ATAC-seq peaks. Proximal- (blue) and distal-enriched accessibility (orange) are selected by the adjusted *p* value < 0.05 (computed by DESeq2 using Benjamini–Hochberg algorithm) and fold change > ±2. **b** Top scoring motifs found by HOMER de novo motif analysis on the whole peak window at the distally enriched peaks. **c** Average profile showing HOXA/D13 ChIP-seq signal (RPKM) at proximal (blue) and distal (orange) enriched ATAC peaks. **d** MA Plot showing the average rLog (computed using DESeq2) of ATAC signal (*x*-axis) over the log2 fold change of wild type vs. *Hox13*^*−/−*^ distal limb buds ATAC-seq peaks. Wild type (blue) and *Hox13*^*−/−*^ (orange) enriched accessibility are selected by the adjusted *p* value < 0.05 (computed by DESeq2 using Benjamini–Hochberg algorithm) and fold change > ±2. **e** Top scoring motifs found by HOMER de novo motif analysis on the whole peak window at the decreased accessibility peaks. **f** Heatmaps showing a 4 kb window of ATAC-seq read density for proximal (left) and distal in wild type and *Hox13*^*−/−*^ (middle), and of ChIP-seq read density for HOXA13 and HOXD13 in wild-type (right) limb buds at decreased accessibility specific peaks with a *p* value < 10^−20^. Peaks are ranked based on *p* value of HOXA13 binding (Poisson distribution *p* value based on lambda and corrected for multiple comparison using the Benjamini–Hochberg correction computed by MACS2). Color scale indicates reads per million reads (RPM). **g** Boxplot showing the ChIP-seq signal read density (RPKM) for HOXA11 in wild type, in *R26*^*A11d/A11d*^ and in *Hox13*^*−/−*^ limb buds over a 200 bp window at sites with decreased accessibility. Center lines show medians; box limits indicate the 25th and 75th percentiles; whiskers extend to 1.5 times the interquartile range from the 25th to 75th percentiles. **h** Representation of the genomic region encompassing previously validated enhancers (orange stars) responsible for HoxD distal limb expression (upper panel). Genome browser views (IGV, bottom) of HOXA13, HOXD13, and HOXA11 ChIP-seq as well as ATAC-seq signals in wild-type proximal and distal and in *Hox13*^*−/−*^ distal limb buds. Loci with reduced chromatin accessibility upon *Hox13* inactivation are orange-framed and indicated by the arrow. Note loci with HOX13 ChIP-seq peaks, showing distal-specific, HOX13-dependent chromatin accessibility (orange ovals). **i** Genome browser views (IGV) of overlaid strand specific RNA-seq at the *Hoxa11* locus in the indicated tissues (upper panel). Genome browser view (IGV) of the ChIP-seq and ATAC-seq data at the *Hoxa11* locus in wild type, *R26*^*A11d/A11d*^ and in *Hox13*^*−/−*^ limb buds. Source data are provided as a Source Data file.

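The authors' deposited table is not the set of peaks in the MA plot, for which the paper's source data give 59509 peaks. Over all peaks of the deposited table, the log2 fold change had an SD of 0.898 and the rLog difference an SD of 0.282. Across peaks, which are not independent replicates, the correlation between them was 0.850, and the sign was the same at 99.3% of peaks. Without a fold threshold the authors' deposited table lists 1244 peaks as lower and 2307 as higher in *Hox13*-/- at an adjusted p under 0.05. It lists an adjusted p of 1 for 5984 peaks, none of which had a mean rLog above 3.14. Decreased by both criteria, in that table and by limma on the rLog values, were 137 peaks, and 192 were increased by both. Every peak that the table calls changed also had a limma adjusted p under 0.05 in the same direction, a comparison of 2 tests on the same libraries.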

### Distal limb-specific chromatin accessibility requires HOX13

Next, we examined HOX13-dependent chromatin accessibility at the single-cell level to assess whether HOX13 pioneering action shows cell type specificity. To this aim, we performed single-cell ATAC-seq (scATAC-seq) using wild type and *Hox13*^*−/−*^ E11.5 forelimb buds (Supplementary Fig. 6). Cell clustering was based on the similarity of their genome-wide chromatin accessibility and the resulting clusters (Fig. 3a) were annotated using aggregated accessibility profiles of several marker genes (Supplementary Fig. 7). Consistent with *Hox13* being expressed in the limb mesenchyme, we observed changes in the clustering of *Hox13*^*−/−*^ cells only within the mesenchymal cell population (Fig. 3b, c, Supplementary Fig. 8a, b). Among the wild-type mesenchymal cell clusters, clusters 2 and 6 were the only clusters with an average profile specific for the distal limb, as identified from the bulk ATAC-seq from distal limb buds (Fig. 3d). These two clusters were absent in the scATAC-seq data set from *Hox13*^*−/−*^ limb (Fig. 3c), further supporting that HOX13 function is required to implement the distal limb-specific chromatin accessibility profile. De novo motif analysis at cluster-specific scATAC-seq peaks uncovered the HOXA13 motif for the clusters 2 and 6 (Fig. 3e) while distinct motifs were found for the other mesenchymal clusters (Supplementary Fig. 9). Accordingly, HOX13-binding profile was highly similar to the chromatin accessibility profile of clusters 2 and 6 (Fig. 3f). Moreover, GREAT analysis indicated that only the accessibility profile of clusters 2 and 6 tends to be associated with digit morphogenesis (Fig. 3g; Supplementary Fig. 9). For instance, the enhancer driving *Bmp2* in distal limb^20^ was in an open state in clusters 2 and 6 and lost its accessible state upon *Hox13* inactivation (cluster 3; Fig. 3h). Accordingly, *Bmp2* expression is lost in *Hox13*^*−/−*^ distal limb while its proximal expression remained unaffected (Fig. 3i). Interestingly, the occurrence of a *Hox13*^*−/−*^ specific cluster (cluster 3, Fig. 3c) suggested that chromatin accessibility did not simply switch to a proximal limb bud profile, consistent with the absence of distal to proximal transformation of *Hox13*^*−/−*^ limb skeleton^9^. Together these results provided evidence that the process by which a subset of mesenchymal cells acquire the distal limb-specific chromatin accessibility profile directly relies on HOX13 function.

**Fig. 3:**
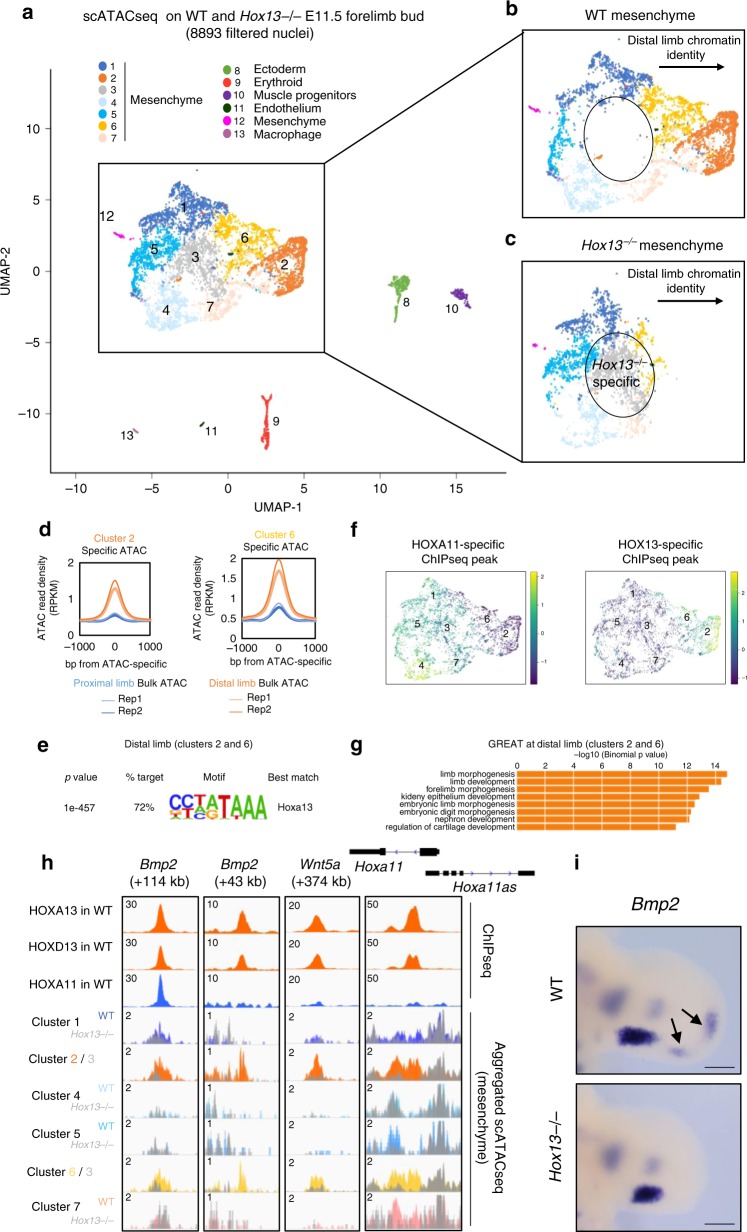
Single-cell ATAC-seq analysis reveals specific clusters with modified chromatin accessibility upon *Hox13* inactivation. **a** Uniform manifold approximation and projection (UMAP) representation of the distribution of the various clusters identified using single-cell ATAC-seq (scATAC-seq). Chromatin accessibility at promoter of genes known to be exclusively expressed in a specific cell population was used to assign cell identity to the clusters. **b**, **c** Magnification of mesenchymal clusters in wild type (top) and *Hox13*^*−/−*^ (bottom). Cluster 2 (orange) is entirely lost in the *Hox13*^*−/−*^ limb bud and cluster 6 (yellow) is drastically reduced, while cluster 3 (gray) is specific to *Hox13*^*−/−*^ limb buds. Note that clusters corresponding to non-mesenchymal cells (8–13) are unaffected by *Hox13* inactivation. **d** Average profiles showing cluster 2 (left) and cluster 6 (right) ATAC read densities (RPKM) at proximal (blue) and distal (orange) enriched ATAC peaks. **e** Top scoring motif found by HOMER de novo motif analysis on the entire peak window at the distal limb (clusters 2 and 6) peaks. **f** HOXA11 (left) and HOX13 (right) specific ChIP-seq peaks represented by degree of overlap onto UMAP of mesenchyme cells from scATAC-seq of WT and *Hox13*^*−/−*^ E11.5 limb buds (reproduced from panel (**a**)). **g** GREAT analysis showing the enriched GO terms (*p* value computed using binomial test over genomic regions by GREAT) for biological processes for genes associated with distal limb (clusters 2 and 6) scATAC-seq peaks. **h** Genome browser view (IGV) of a subset of previously identified distal limb enhancers or potential distal limb enhancers associated with genes expressed in distal limb buds. ATAC-seq peaks in cluster 2 (orange) and 3 (gray) are superimposed to highlight the loss of accessibility upon *Hox13* inactivation. **i** Whole-mount in situ hybridization of *Bmp2* in wild type and *Hox13*^*−/−*^ E11.5 limb buds. The arrows point to the two spots of distal *Bmp2* expression lost in *Hox13*^*−/−*^. A minimum of three embryos per genotype was assayed for reproducibility (*n* = 3). The scale bar represents 200 µm. Source data are provided as a Source Data file.

## Discussion

In this study, we use the developing limb as a model system to investigate the impact of cellular context on HOX-binding specificity. By comparing the genome-wide binding of HOX13 and HOXA11, we found that in the wild-type context about 23% of HOX13 targets are specific to HOX13 consistent with HOX13 being required for the implementation of the digit development program while HOXA11 contributes to the formation of the zeugopod. Our results provide evidence that this specificity relies on HOX13 and HOXA11 being expressed in mutually exclusive domains as the expression of HOXA11 in the HOX13 domain results in HOXA11 binding to the HOX13-specific targets. Importantly, we uncovered that this ectopic HOXA11 binding occurs only in a context where the HOX13-specific targets are in a chromatin accessible state and this open conformation requires HOX13 function. This capacity of HOX13 to trigger the switch from a closed chromatin conformation to an accessible one and to allow the binding of other TFs (Fig. 4), two defining properties of pioneer factors^21,22^, raises the possibility that HOX13-dependent chromatin accessibility is key to the implementation of the HOX13-specific developmental program. Accordingly, the gain in chromatin accessibility observed in the transition from proximal to distal limb bud occurs at HOX13-specific targets and is dependent on HOX13 function (Fig. 4). Interestingly, binding of HOX13 to initially inaccessible chromatin was observed at the enhancer referred to as Prox, which drives *Hoxd* expression in the genital bud^23^ (referred to as Prox in ref. ^23^), raising the possibility that HOX13 pioneering action may not be limited to the developing limb but rather a general feature of HOX13-dependent developmental programs.

**Fig. 4:**
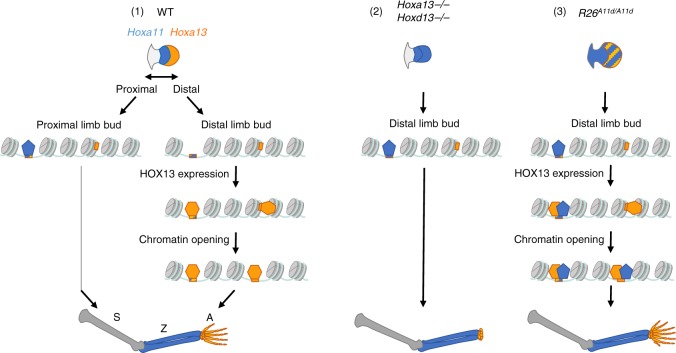
Model of the role of HOX13 in chromatin accessibility in the transition from proximal to distal limb. In wild-type limb buds (left), HOXA11 (blue pentagons) is expressed in the proximal domain, whereas HOX13 factors (orange hexagons) are expressed in the distal domain. HOX13 TFs bind target loci irrespective of their chromatin accessibility, such that targets in a “closed” conformation switch to an accessible state. This change in chromatin accessibility does not occur in *Hox13* null limb buds (middle), resulting in the loss of the distal-specific chromatin accessibility landscape and disrupting the distal limb developmental program. In the *R26*^*A11d/A11d*^ mutant limb buds (right), HOXA11 is expressed in the distal limb domain (HOX13 domain) where its target repertoire expands to loci made accessible by HOX13. Such ectopic binding of HOXA11 at sites that are HOX13-specific in the wild-type context correlates with the formation of additional digits in the *R26*^*A11d/A11d*^ limbs. In absence of HOX13, HOXA11 is ectopically expressed in the distal bud but is unable to bind the distal-specific sites in a non-accessible chromatin state (middle).

Whether other HOX factors implement their specific developmental program by changing the chromatin accessibility landscape remains to be established. Interestingly, transfection of *Drosophila melanogaster* HOX factors into Kc167 cells shows that, in this system, a subset of HOX factors (e.g., Antp and Ubx) bind almost exclusively to targets in an accessible chromatin state while other (e.g., Abd-B) bind to loci initially in a closed conformation^10^. Similarly, a recent study provided evidence that, following transfection of HOXC factors in an in vitro motor neuron differentiation system, the divergence of their genome-wide binding profile is associated with differences in their ability to bind inaccessible chromatin^24^. These evidence that several HOX factors bind inaccessible chromatin together with the finding that, in vivo, HOX13 TFs establish the distal limb-specific chromatin accessibility landscape, suggest that the differential chromatin accessibility contingent on HOX factors is critical for implementing the distinct HOX-dependent developmental programs.

Our comparative study of HOXA11 and HOX13 in both wild-type and mutant limb buds shows that the HOX13-specific targets can be bound by HOXA11 when HOXA11 is expressed in the HOX13 domain, but not in absence of HOX13, when these targets are in a closed conformation. This might explain why expressing HOXA11 in the HOX13 domain results in the formation of additional digits while distal expression of HOXA11 in the *Hox13*^*−/−*^ limb bud is unable to trigger digit development (Fig. 4). Our data also indicate that chromatin opening triggered by the HOX13 factors can expand the target repertoire of other HOX factors expressed in the same limb bud domain, which possibly contributes to the severity of the phenotypes associated with ectopic *Hox13* expression. For instance, the severe zeugopod malformation observed in the *Ulnaless/+* mice^25,26^, a mutation corresponding to a genomic inversion resulting in *Hoxd13* ectopic expression in the presumptive zeugopod^27^, may be associated with HOXD13 eliciting chromatin opening at enhancer elements, the transcriptional activity of which could be strengthen/modulated by the other HOX factors expressed in these cells.

The evidence that HOX13 function is required for chromatin accessibility at a subset of distal limb *HoxD* enhancers suggests that it contributes to the distal expansion of the *HoxD* expression as limb development proceeds. Interestingly, it was previously proposed that the increase/expansion of the *Hoxd13* expression domain might have been a driver for the origin of the novel endoskeletal elements characterizing the fin-to-limb transition^28^. In this view, the HOX13-dependent chromatin accessibility identified here for a subset of the *HoxD* enhancers might have been important to trigger the activity of evolutionary novel enhancers in the distal limb bud, which in turn have contributed to the emergence of digits. Similarly, the HOX13-dependent chromatin accessibility at the evolutionary novel enhancer driving *Hoxa11* antisense transcription, required to prevent distal *Hoxa11* expression and polydactyly^12,29^, ensured a distal-specific modification of *Hoxa11* expression in tetrapods. Consistent with this view, we found that the enhancer driving *Hoxa11* antisense transcription is in an accessible state in the presumptive digit domain of chicken limb buds while it is in a closed configuration in early limb buds, when *Hox13* genes are not expressed (Supplementary Fig. 10). This result corroborates the findings in wild-type and mutant mouse limb buds and points to a conserved role of the HOX13 TFs in regulating chromatin accessibility during both mouse and chicken embryonic development. Based on these data, we propose that HOX13 pioneer activity added spatial constraints to the activity of evolutionary novel enhancer elements, which may have contributed to the broader morphological diversity of the distal limb as compared to the proximal limb.

## Methods

### Mouse lines

The generation of *Hoxa13null (Hoxa13*^*Str*^*)*, *Hoxd13null (Hoxd13*^*lacZ*^*),* and *Rosa*^*Hoxa11*^ mouse lines were described elsewhere^9,12,30^. All mice were maintained in mixed background (C57BL/6× 129). The mice were housed in a 12 h light: dark cycle between 18 and 26 °C temperature with relative humidity of 30–70% and given ad libitum access to food and water for the duration of the study. Noon of the day of the vaginal plug was considered as E0.5. Mice and embryos were genotyped by polymerase chain reaction (PCR) using genomic DNA extracted from tail biopsy specimens and yolk sacs, respectively. Mice work at the Institut de Recherches Cliniques de Montréal (IRCM) was reviewed and approved by the IRCM animal care committee (protocols 2015-14 and 2017-10) in accordance with Canadian regulations. We have complied with all relevant ethical regulations.

### ChIP and sequencing

HOXA11 ChIP was performed in forelimb buds of CD1 (wild type) and *Prx1Cre; Rosa*^*Hoxa11/Hoxa11*^ *(R26*^*A11d/A11d*^*)* mice at E11.5 in the same conditions as described for HOX13 ChIP^11^. Chromatin was cross-linked using a combination of disuccinimidyl glutarate (DSG) and formaldehyde and sonicated using Fisher Scientific, Model 100 sonic dismembrator to obtain fragments between 100 and 600 bp. Protein A and Protein G Dynabeads (Invitrogen) were incubated for 6 h at 4 °C with 5 µg HOXA11 (SAB1304728, Sigma) antibody. The chromatin was coupled to the beads overnight at 4 °C. The immunoprecipitated samples were then sequentially washed in low salt (1% Triton, 0,1% sodium dodecyl sulfate (SDS), 150 mM NaCl, 20 mM Tris (pH8), 2 mM EDTA), high salt (1% Triton, 0,1% SDS, 500 mM NaCl, 20 mM Tris pH8, 2 mM EDTA), LiCl (1% NP-40, 250 mM LiCl, 10 mM Tris (pH8), 1 mM EDTA) and TE buffer (50 mM NaCl, 10 mM Tris (pH8), 1 mM EDTA). The DNA was then purified on QIAquick columns (Qiagen). Library and flow cells were prepared by the IRCM Molecular Biology Core Facility according to Illumina’s recommendations and sequenced on Illumina Hiseq 2500 in a 50 cycles paired-end configuration.

### ATAC-seq

Dissection of proximal and distal forelimb buds from wild-type embryos and distal forelimb buds of *Hox13*^*−/−*^ embryos^11^ were performed at E11.5. All samples for ATAC-seq were processed as described^21^. Briefly, 50,000 cells were washed in phosphate-buffered saline (PBS) and incubated on ice for 30 min in a hypotonic cell lysis buffer (0.1% w/v sodium citrate tribasic dehydrate and 0.1% v/v Triton X100) centrifugated (5 min at 2000*g* at 4 °C). Cells were then incubated 30 min on ice in cell lysis buffer (10 mM Tris-HCl, pH7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% v/v IGEPAL CA-630. After centrifugation (5 min at 2000*g* at 4 °C) the resulting pellet of nuclei was resuspended in transposase Master Mix (1.25 µl 10× TD buffer, 5 µl H_2_O and 6.5 µl of Tn5: Illumina Nextera Kit; FC-121-1031) and incubated for 30 min at 37 °C. Samples were purified using MinElute PCR purification column (Qiagen). The eluted DNA was enriched and barcoded for multiplexing of samples using Nextera barcodes by PCR using Phusion kit. The library was recovered with GeneRead Purification columns. Samples were then evaluated by qPCR to test for the enrichment of open regions and sequenced on Illumina Hiseq 2500 with 50 bp paired-end reads, according to Illumina’s recommendation.

### Single-cell ATAC-seq

Dissection of forelimb buds from wild type and *Hox13*^*−/−*^ embryos^11^ were performed at E11.5. Forelimbs were dissected in cold 1× PBS, after centrifugation at 300 rcf for 5 min at 4 °C the forelimbs were incubated in dissociation buffer (450 μl of 0.25% Trypsine/EDTA (GIBCO), 50 μl 10% bovine serum albumin (BSA), 1 μl DNAseI (NEB)) for 10 min at 37 °C. After incubation limb cells were gently mixed by pipetting up and down 10–15 times until they were dissociated, then 10% final fetal bovine serum was added. Dissociated cells were filtered using a cell strainer (40 μm Nylon, BD Falcon) and after centrifugation at 300 rcf for 5 min at 4 °C the resulting pellet of cells was resuspended in 1× PBS, 0.1% BSA. Dissociated cells were counted and assessed for cell viability using 0.4% Trypan blue. After centrifugation at 300 rcf for 5 min at 4 °C, the cell pellet was resuspended in 100 μl of ice-cold lysis buffer (10 mM Tris-HCl, pH7.4, 10 mM NaCl, 3 mM MgCl2, 0.1% Tween-20, 0.1% NP-40, 0.01% Digitonin, 1% BSA) and incubated for 5 min on ice. Then 1 ml of wash buffer (10 mM Tris-HCl, pH7.4, 10 mM NaCl, 3 mM MgCl2, 0.1% Tween-20, 1% BSA) was added to the cells. After centrifugation at 300 rcf for 5 min at 4 °C, the pellet of nuclei was resuspended in diluted nuclei buffer in order to have 3500 nuclei/μl and processed using Chromium Single Cell ATAC Reagent Kits (10× Genomics, Pleasanton, CA) following the manufacturer recommendation. Briefly, nuclei were incubated in a Transposition Mix that includes a Transposase that preferentially fragments the DNA in open regions of the chromatin and simultaneously, adapter sequences were added to the ends of the DNA fragments. GEMs were then generated, using partitioning oil, in order to contain a single nucleus and a Master Mix to produce 10× barcoded single-stranded DNA after thermal cycling. The chromium single-cell ATAC Library was amplified and double sided size selected. Samples were controlled at multiple steps during the procedure by running on BioAnalyzer. Libraries were sequenced on Hiseq 4000 with 100 bp paired-end reads.

### RNA preparation and sequencing

Dissection of proximal and distal of forelimb buds were performed at E11.5 as described above. The dissected limb buds were stored at −80 °C in Qiagen RNAlater until genotyping was performed. RNA was extracted from two independent embryos and performed in biological duplicate using RNAeasy Plus mini kit (Qiagen 74134). Ribosomal depletion, library preparation and flow-cell preparation for sequencing were performed by the IRCM Molecular Biology Core Facility according to Illumina’s recommendations. Sequencing was done on a HiSeq 2500 instrument with a paired-end 50 cycles protocol.

### ChIP-seq and ATAC-seq data analysis

ChIP-seq and ATAC-seq reads were aligned to the mm10 genome using bowtie v.2.3.1 with the following settings: bowtie2 -p 8 --fr --no-mixed --no-unal. Sam files were converted into tag directories using HOMER v4.9.1 (ref. ^31^) and into bam files using Samtools v1.4.1 (ref. ^32^) view function. Peaks were identified by comparing each sample to its input using MACS v2.1.1.20160309 (ref. ^33^) callpeak function using the parameters: --bw 250 -g mm --mfold 10 30 -p 1e−5. For HOXA11 ChIP, peaks found in both replicates with a *p* value < 10^−20^ were considered for further analysis. For HOX13 peaks, HOXA/D13 peaks underwent the same stringent filter. To obtain a high confidence list of specific peaks we considered binding as a specific peak when it did not overlap any peak with a *p* value of 10^−5^ from either replicate of the compared ChIP. This strategy likely eliminates weakly specific or enriched binding (false negative) but allowed to focus on highly pure lists (true positive) of common vs. specific peaks.

Heatmaps and average profiles were generated using the Easeq software^34^. ChIP-seq and ATAC-seq data were visualized on the IGV software^35^ using BigWig files generated using the makeUCSCfile HOMER command. For ATAC-seq differential analysis, peaks from ATAC datasets (proximal wild type and distal wild type for the proximo-distal comparison; distal wild type and distal *Hox13*^−/−^ for the WT vs. *Hox13*^−/−^ comparison) were merged using HOMER v4.9.1 mergePeaks tool to obtain a file with all the unique position from all the ATAC-seq datasets. ATAC-seq signals were quantified in these different datasets using the analyzeRepeats.pl HOMER command and differential accessibility analyses were performed using getDiffExpression.pl with default parameters, which uses DESeq2 (ref. ^36^) to perform differential enrichment analysis. Peaks showing differential accessibility of more than two folds and an adjusted *p* value smaller than 0.05 were considered differentially accessible. 

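Applied to the rLog values, the fold threshold alone sets the number of peaks. Every peak whose genotype means were more than 2-fold apart had a limma adjusted p under 0.05, and also under 0.01. At a fold change of more than 1.5 and an adjusted p under 0.05, 965 peaks were lower and 2064 were higher in *Hox13*-/-. At an adjusted p under 0.05 there were 12186 peaks in all, and 19709 at an unadjusted p under 0.05.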

Association of ATAC-seq peaks with closest genes was analyzed using GREAT software^37^.

The ChIP-seq data for HOX13 in distal limb at E11.5^11^ were retrieved using Sratoolkit v2..8.2-1 from the NCBI Gene Expression Omnibus repository under the accession numbers GSE81356 and the Chicken ChIP-seq data of HOXA13 and HOXA11^7^ from the accession numbers GSE86088.

### Motif analysis

Motif analysis on ChIP data was performed using a fixed 200 bp window around the peak center. Motif analysis on ATAC-seq data was performed on the whole peak window as the aim is to identify any factors associated with chromatin accessibility and these may not be at the center of the ATAC-seq peak. In all cases, HOMER findMotifsGenome command was used to perform de novo analysis against background sequences generated by HOMER that matches GC content. When the motif rank is not indicated, only the top scoring motif based on its *p* value is shown.

### RNA-seq data analysis

Strand specific paired-end reads were aligned to the mm10 reference genome using TopHat2 v2.1.0 (ref. ^38^) with the parameters --rg-library “L” --rg-platform “ILLUMINA” --rg-platform-unit “X” --rg-id “run#many” --no-novel-juncs --library-type fr-firststrand -p 12. The resulted Bam files were converted to tagDirectory using HOMER and BigWig were produced using the makeUCSCfile HOMER command.

RNA reads quantification was performed using HOMER analyzeRepeats.pl commands with the parameters: rna mm10 -count exons -condenseGenes -noadj -strand -.

Differential expression analysis was performed using HOMER getDiffExpression.pl command with the default parameters which performs differential expression with DESeq2.

### Single-cell ATAC-seq analysis

Sequencing reads were aligned using Cellranger-atac version1.1.0 (from 10×Genomics^®^) and the resulted sorted bam files were structured into hdf5 snapfiles (single-nucleus accessibility profiles) using snaptools version 1.4.1. Quality control analysis was performed using R_Bioconductor v3.5.1_3.7 and SnapATAC 1.0.0. (ref. ^39^). Cells with logUMI in [3.5–5] and fragment overlapping peaks above 25% were selected. They were cleaned by eliminating bins overlapping with ENCODE Blacklist regions^40^, mitochondrial DNA as well as the top 5% of invariant features (house-keeping gene promoters). Dimensionality reduction was performed using a nonlinear diffusion map algorithm^41^ available in the SnapATAC 1.0.0 package to produce 50 eigen-vectors of which the first 26 were selected (see Supplementary Fig. 6e) in order to generate K Nearst Neighbor graph with *K* = 15. The clustering was performed using Leiden Algorithm^42^ available in the package leidenalg version 0.7.0 with a resolution of 0.4 and 2 UMAP (uniform Manifold Approximation and Projection version 0.2.3.1) embedding were generated using umap-learn v0.3.10 to visualize the data^43^. Fragments originating from the cells belonging to them same clusters were pooled using snaptools 1.4.1 and peak calling was performed using MACS2 version 2.1.2 for each of the clusters^44^. In order to create a reference peak list NarrowPeaks from each cluster of both WT and *Hox13* mutant were merged using Bedtools 2.28.0, the resulting list was added to the hdf5 snapfiles using the snap-add-pmat function available in snaptools v1.4.1 in order to generate a cell by peak matrix which was subsequently loaded into the r snap-object. Differentially accessible regions (DARs) between the different clusters were identified using the findDAR function available in SnapATAC package v1.0.0 with a BCV of 0.1 (biological coefficient of variation) and which relies internally on the exactTest function from EdgeR v.3.14.0 to evaluate the significance of the difference in accessibility. The 2000 DARs with the lowest *p* value and highest log fold change were further processed though Homer v4.11 to recover cluster-specific motifs (using a scanning window of 300 bp).

The HOXA11- and HOX13-specific binding sites coordinates obtained from our previous ChIPseq experiments were loaded on our hdf5 snapfiles (using Snaptools as described above) to generate a cell by peak matrix then added to the R snap-object; subsequently chromatin accessibility at specific binding sites was computed using a standard scoring method (*z*-score). Finaly, association of scATAC-seq peaks with closest genes was analyzed using GREAT software^37^.

### Whole-mount in situ hybridization

Whole-mount in situ hybridization was performed using standard procedure^45^. Generation of the *Bmp2* probe was described elsewhere^46^. Briefly, embryos were rehydrated through a methanol series (100–30%), washed in PBST (0.1% Tween) and bleached for an hour on ice using 6% hydrogen peroxide before undergoing Proteinase K treatment for 15 min at RT and refixed with 4% formaldehyde. Next, embryos were hybridized with the RNA probes (5× SSC pH 4.5; 50% deionized formamide; 1% SDS; 0.1% Tween; 5 mg/mL torula RNA, 0.5 mg/mL heparin) overnight at 68 °C. Embryos were then washed with 1× TBS; 0.1% Tween, treated with 10% Goat serum; 1% BSA and incubated with alkaline phosphatase-conjugated anti-DIG antibodies (1/3000; Roche) overnight at 4 °C. The coloration was done using nitrotetrazolium blue chloride (NBT)/5-bromo-4-chloro-3-indolyl-phosphate, 4-toluidine salt (BCIP) substrate (Roche). After staining, the samples were washed in PBS and post-fixed. Embryos were photographed using the Leica, Wetzlar, Germany M165FC stereomicroscope coupled to the DFC450.C camera. Embryos were genotyped prior to experimentation and WT and *Hox13*^*−/−*^ were treated identically in the same assay for comparison. A minimum of three embryos per genotype was assayed for reproducibility (*n* = 3).

### Protein extraction and western-blot analysis

Nuclear extracts were performed using pooled forelimb and hindlimb buds at E11.5 from wild-type and *Hoxa11*^−/−^ embryos. Western blot was performed using the anti-HOXA11 antibody (1:500) (SAB1304728, Sigma) and the anti-H3 antibody (1:3000) (abcam) was used as loading control (Supplementary Fig. 1).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The ChIP-seq data for HOX13 in distal limb and RNA-seq for wild type and *Hox13*^−/−^ distal limb buds^11^ at E11.5 are available from the NCBI Gene Expression Omnibus repository under the accession numbers GSE81356. Chicken ChIP-seq data of HOXA13 and HOXA11^7^ were obtained from the accession numbers GSE86088. Raw files and processed files of all ChIP-seq, ATAC-seq and scATAC-seq can be found on GEO under the accession number GSE123482 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE123482] and GSE145657 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE145657]. The source data underlying Figs. 1c, f, 2a, c, d, f, g, and 3d; and Supplementary Figs. 2h, 3b, c, 4a, d–f, and 5b, c, e are provided as a Source Data file. Full scans of the blots are available in Supplementary Fig. 11. All other relevant data supporting the key findings of this study are available within the article or from the corresponding author upon reasonable request.

## Source data

Source Data

# Supplementary material for: HOX13-dependent chromatin accessibility underlies the transition towards the digit development program
**Source:** Nat Commun. 2020 May 19;11:2491. doi: 10.1038/s41467-020-16317-2
**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary Information

HOX13-dependent chromatin accessibility underlies the transition towards the digit development program

Desanlis et al.

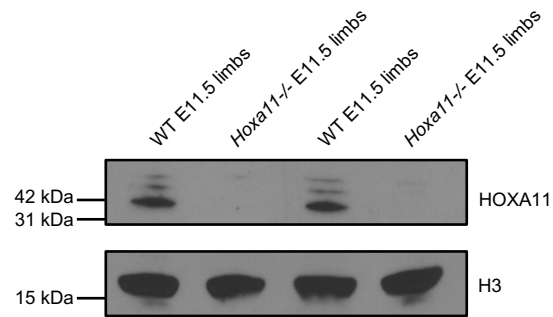

### Supplementary Figure 1: Validation of HOXA11 antibody specificity

Western blot of nuclear extracts from E11.5 wild type and *Hoxa11*<sup>-/-</sup> limb buds. Two replicates are shown. Antibody against HOXA11 (top panel) and Histone H3 (bottom panel) were used. The samples for both western blots derive from the same experiment and blots were processed in parallel.

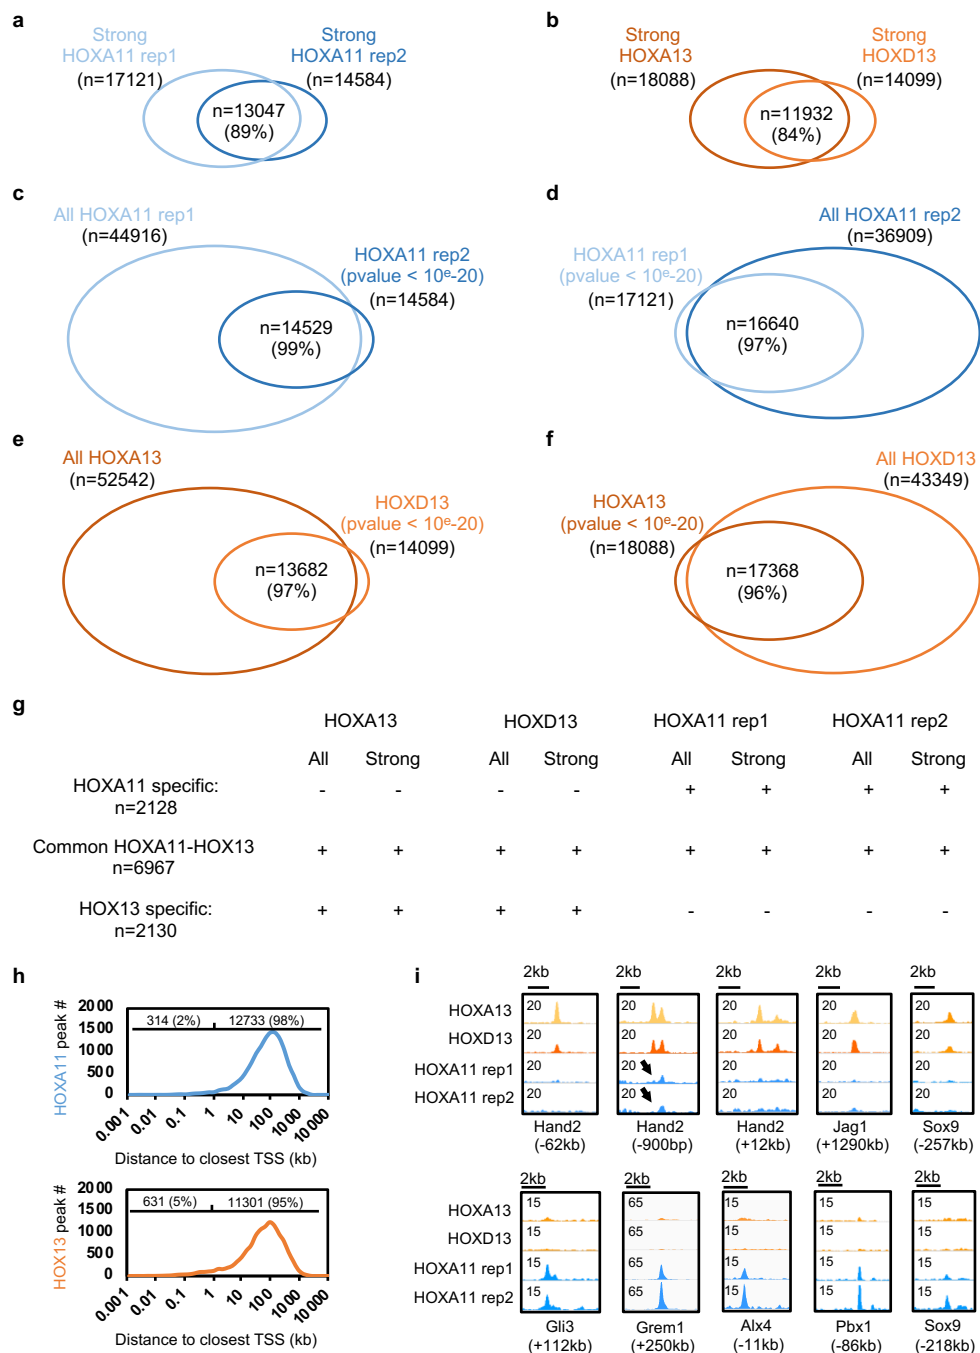

## Supplementary Figure 2: Comparison between HOXA11 and HOXA/D13 binding

(a-f) Venn diagrams showing the number of peak overlaps between the indicated ChIP-seq datasets. Strong peaks refer to peaks with a pvalue <10<sup>-20</sup> and all peaks refer to peaks with an associated pvalue of <10<sup>-5</sup> (Poisson distribution p-value based on lambda and corrected for multiple comparison using the Benjamini-Hochberg correction computed by MACS2). Two peaks were considered overlapping whenever the peak window of the two peaks showed any overlap. (g) Parameters used to define HOXA11 specific, Common peaks and HOX13-specific peaks in Fig. 1d. (h) Distance of the HOXA11 (blue) and HOXA13 (orange) bound loci to the closest TSS of all HOXA11 and HOXA13 peaks (p-value < 10<sup>-5</sup>, Poisson distribution p-value based on lambda computed and corrected for multiple comparison using the Benjamini-Hochberg correction by MACS2) in E11.5 forelimb buds. (i) Genome browser view (IGV) of a few example loci with HOX13-specific (top) and HOXA11-specific (bottom) peaks. Source data are provided as a Source Data file

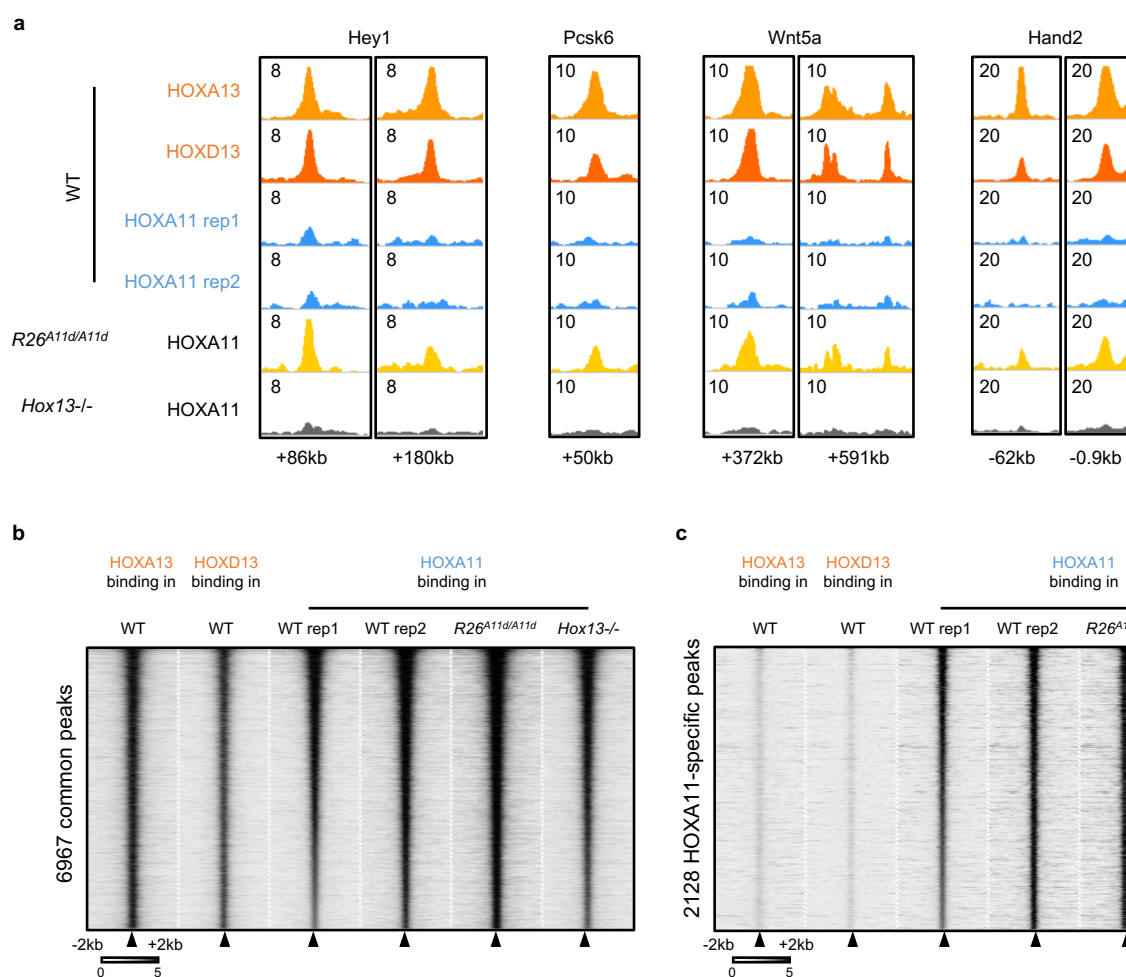

### Supplementary Figure 3: HOXA11 ectopic binding after distal HOXA11 expression

**(a)** Genome browser view (IGV) of a few example loci with ectopic binding of HOXA11 only when co-expressed distally with HOXA13. **(b)** Heatmaps showing a 4kb window of ChIP-seq read density for HOXA13/HOXD13 in wild type (left), HOXA11 in wild type (middle), *R26<sup>A11d/A11d</sup>* and *Hox13<sup>-/-</sup>* E11.5 forelimb buds (right) at common peaks with a p-value  $<10^{-20}$ . Peaks are ranked based on p-value of HOXA13 binding (Poisson distribution p-value based on lambda and corrected for multiple comparison using the Benjamini-Hochberg correction computed by MACS2). **(c)** Heatmaps showing a 4kb window of ChIP-seq read density for HOXA13/HOXD13 in wild type (left), HOXA11 in wild type (middle), *R26<sup>A11d/A11d</sup>* and *Hox13<sup>-/-</sup>* E11.5 forelimb buds (right) at HOXA11 specific peaks with a p-value  $<10^{-20}$ . Peaks are ranked based on p-value of HOXA13 binding (Poisson distribution p-value based on lambda and corrected for multiple comparison using the Benjamini-Hochberg correction computed by MACS2). Color scale indicates reads per million reads (RPM). Source data are provided as a Source Data file.

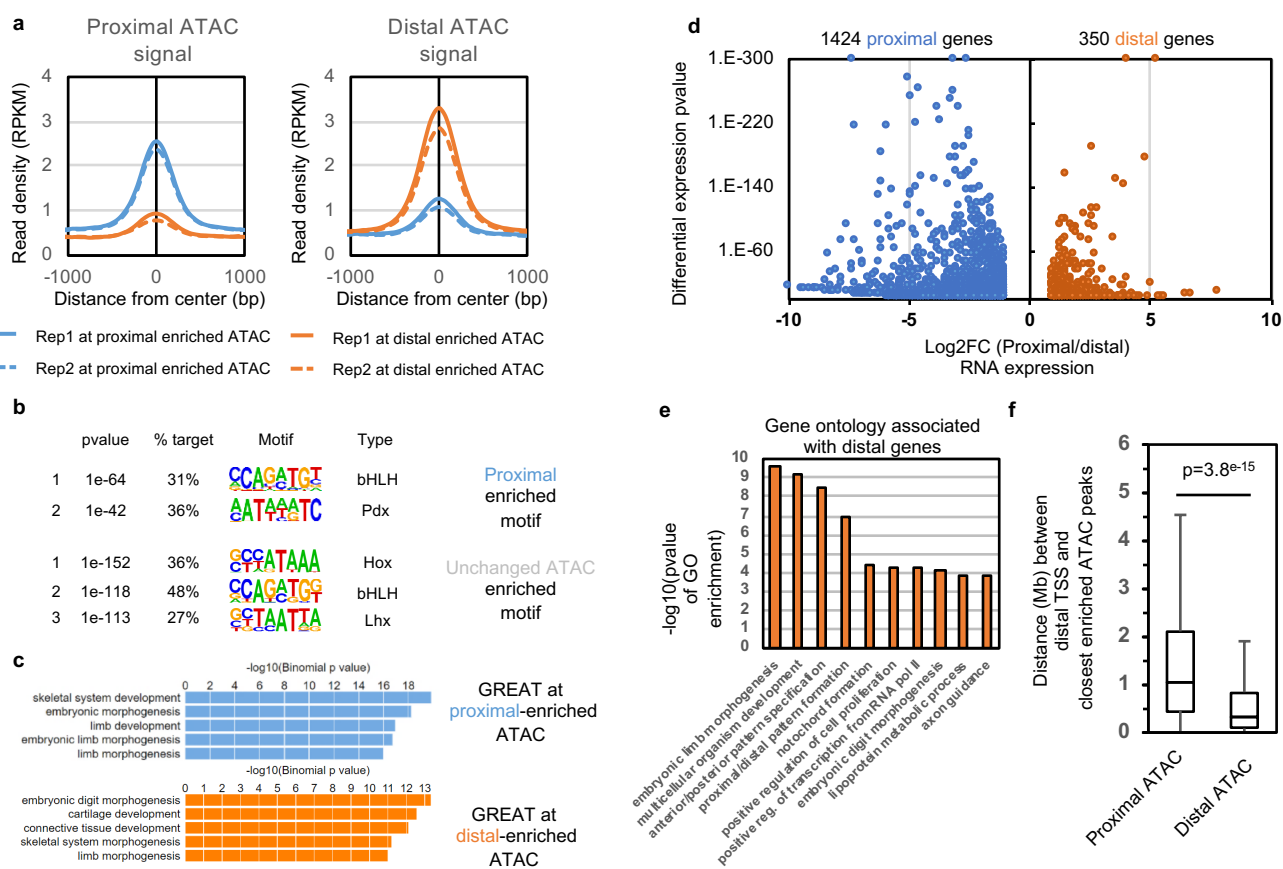

## Supplementary Figure 4: Characterization of proximo-distal E11.5 limbs open chromatin landscapes

**(a)** Average profile showing proximal and distal ATAC-seq signals at proximal enriched (left) and distal enriched (right) ATAC-seq peaks. **(b)** *de novo* motif analyses (HOMER) at proximal enriched (top) and at unchanged (bottom) ATAC peaks using the whole open region as input rather than a fixed window. **(c)** GREAT analysis showing the enriched GO terms for biological processes for genes associated with proximal (top, blue) and distal (bottom orange) ATAC-seq peaks. **(d)** Volcano Plot showing the log2 fold change of proximal over distal RNA expression (on the X axis) and the adjusted p-value computed by DESEQ2 differential expression analysis (on the Y axis). Proximally enriched genes are shown in blue while distally enriched genes are in orange. **(e)** Gene ontology associated with distally enriched genes. **(f)** Boxplot showing the distance between the TSS of distal enriched genes and the closest proximal- (left) or distal- (right) enriched ATAC-seq peak. Center lines show medians; box limits indicate the twenty fifth and seventy-fifth percentiles; whiskers extend to 1.5 times the interquartile range from the twenty-fifth to seventy-fifth percentiles. p-value was calculated using unpaired two-tailed student t-test. Source data are provided as a Source Data file.

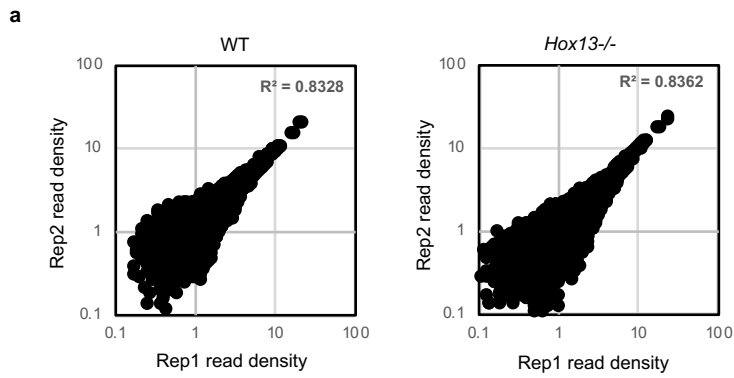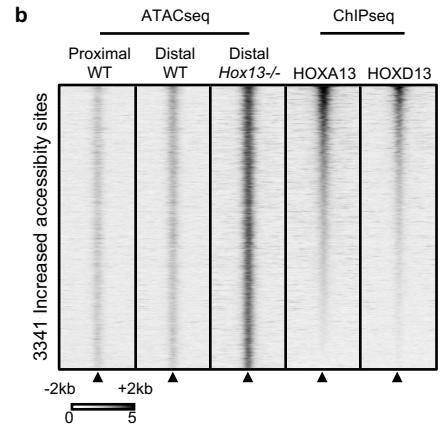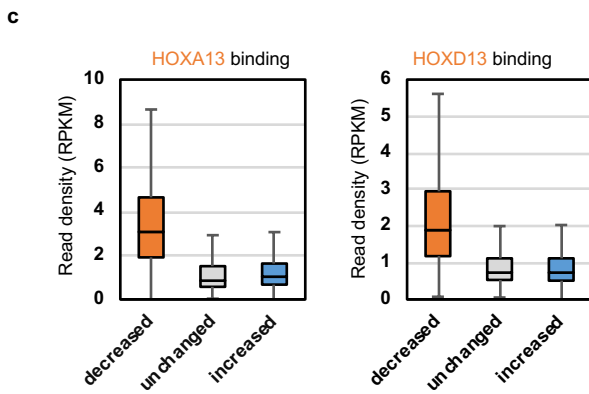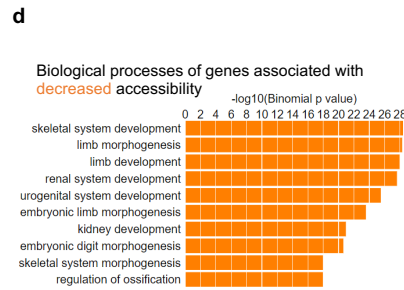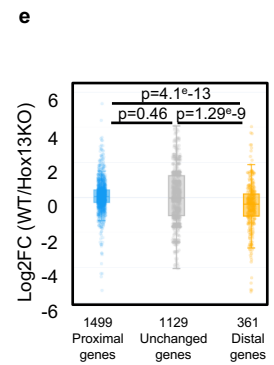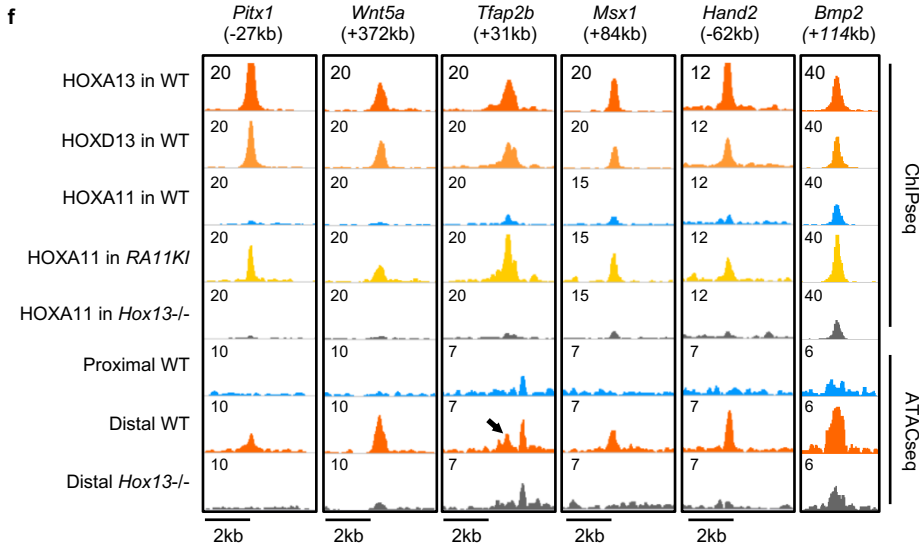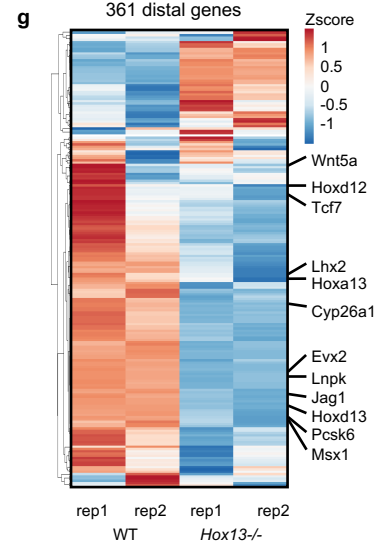

### Supplementary Figure 5: Analysis of HOX13-dependent open chromatin landscape

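On the deposited rLog values of all peaks, r squared between the 2 libraries of a genotype was 0.986 in wild type and 0.987 in *Hox13*-/-. The root mean square difference between replicates was 0.180 in wild type and 0.176 in *Hox13*-/-, on the log2 scale. Between libraries of different genotypes Pearson's r was 0.979 to 0.980, against 0.993 within each genotype. These correlations are across peaks, which are not independent replicates, and rLog draws low peaks together. In wild type the linear scale moved the value most, to 0.970. The largest values belong to few peaks. A peak on chromosome 1 from 24611514 to 24616207 had the highest mean rLog, with 18.7 as the lowest value in the 4 libraries, and a pair of peaks on chromosome 2, from 98662221 to 98662988 and from 98666219 to 98667354, had 17.3 to 18.7. Without the 1% of peaks with the highest mean, r squared was 0.985 in both genotypes.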

**(a)** Dispersion plot showing the correlation between the replicates of wild type (left) and *Hox13*<sup>-/-</sup> (right) ATAC-seq signal (reads per million reads per kb). Pearson correlation is shown. **(b)** Heatmaps showing a 4kb window of ATAC-seq read density for proximal (left) and distal in wild type and *Hox13*<sup>-/-</sup> (middle), and of ChIP-seq read density for HOXA13 and HOXD13 in wild type (right) E11.5 forelimb buds at increased accessibility specific peaks with a p-value <10<sup>-20</sup>. Peaks are ranked based on p-value of HOXA13 binding (Poisson distribution p-value based on lambda and corrected for multiple comparison using the Benjamini-Hochberg correction computed by MACS2). Color scale indicates reads per million reads (RPM). **(c)** Boxplot showing HOXA13 (left) and HOXD13 (right) binding intensity (reads per million read per kb) in a +/-200bp window surrounding the indicated ATAC peak category. Center lines show medians; box limits indicate the twenty fifth and seventy-fifth percentiles; whiskers extend to 1.5 times the interquartile range from the twenty-fifth to seventy-fifth percentiles. **(d)** GREAT analysis showing the enriched GO terms for biological processes for genes associated with decreased accessibility ATAC-seq peaks. **(e)** Boxplot showing the log2 fold change of WT over *Hox13*<sup>-/-</sup> differential RNA expression for proximal-enriched, unchanged and distal-enriched genes. Center lines show medians; box limits indicate the twenty fifth and seventy-fifth percentiles; whiskers extend to 1.5 times the interquartile range from the twenty-fifth to seventy-fifth percentiles. pvalue were calculated using unpaired two-tailed student t-test. **(f)** Genome browser view showing the indicated ChIP-seq and ATAC-seq datasets at a few example loci that undergo loss of accessibility in *Hox13*<sup>-/-</sup> distal E11.5 limb buds. **(g)** Heatmap showing wild type and *Hox13*<sup>-/-</sup> RNA expression values at distal enriched genes (from GSE81358). 

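Each locus of panel (f) was matched to the deposited peak nearest to the stated distance from the most upstream curated RefSeq transcription start site of its gene, within 3 kb. Near *Pitx1* (−27 kb), the peak on chromosome 13 from 55858960 to 55859203 had rLog values of 4.31 ± 0.079 (SD, n = 2) in wild type and 3.62 ± 0.097 (SD, n = 2) in *Hox13*-/-, a difference of −0.69 (standard error 0.127, limma adjusted p = 1.7e-06). At the *Wnt5a* locus, the peak on chromosome 14 from 28879472 to 28879956 differed by −1.22 (standard error 0.130, limma adjusted p = 4.7e-18). This match depends on the start site used, and counting from any curated start site gave a neighbouring peak from 28884305 to 28884712, which differed by −0.48 (standard error 0.131). The *Hand2* (−62 kb) peak, on chromosome 8 from 57257892 to 57258189, differed by −0.59 (standard error 0.128, limma adjusted p = 1.0e-04), with a wild-type SD of 0.38. With 1 library left out this difference ranged from −0.85 to −0.32. At the *Bmp2* locus, the peak on chromosome 2 from 133666263 to 133667234 went from 7.28 ± 0.023 (SD, n = 2) to 6.52 ± 0.36 (SD, n = 2), a difference of −0.76 (standard error 0.127, limma adjusted p = 1.1e-07). The *Bmp2* difference ranged from −1.02 to −0.50 with 1 library left out. At these 4 loci both wild-type libraries lay above both *Hox13*-/- libraries. Near *Tfap2b* (+31 kb), the peak on chromosome 1 from 19241478 to 19241644 differed by −0.11 (standard error 0.131, limma adjusted p = 0.59), which is within the spread between replicates. No deposited peak lay within 3 kb of the *Msx1* (+84 kb) position, and the nearest was 11953 bp away.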

Rows are centered; unit variance scaling is applied to rows. Rows are clustered using Euclidean distance and average linkage. 361 rows, 4 columns. Source data are provided as a Source Data file.

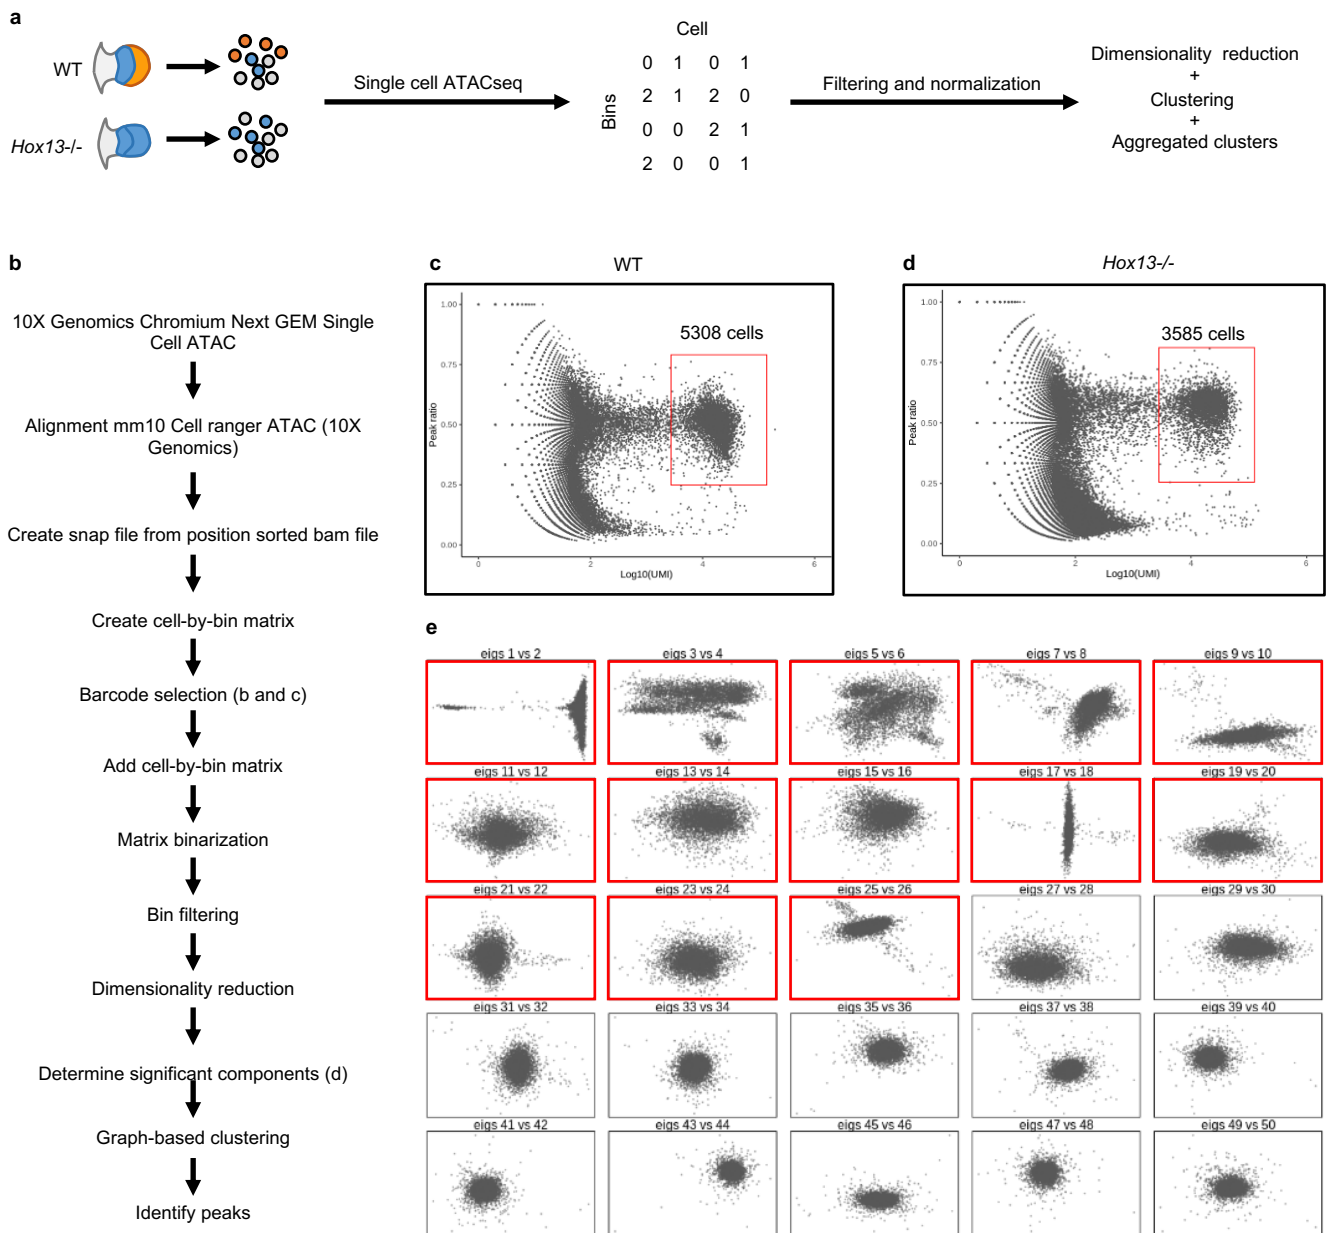

## Supplementary Figure 6: Pipeline and quality control of scATACseq on WT and *Hox13*<sup>-/-</sup> limb bud

(a) Scheme of the single-cell ATAC-seq assay and data analysis performed. (b) Description of the pipeline used to analyze the single-cell ATAC-seq datasets generated in this study. (c-d) Dispersion plot of wild type (c) and *Hox13*<sup>-/-</sup> (d) showing the log<sub>10</sub> (UMI number per each barcode) on the X axis and the fraction of reads in peaks per barcode on the Y axis. The red square shows the threshold that we used to consider barcodes as representing a captured cell. (e) Pairwise comparison of dimensions to determine the number of dimensions to use for dimensionality reduction (UMAP) and clustering of the scATAC-seq datasets.

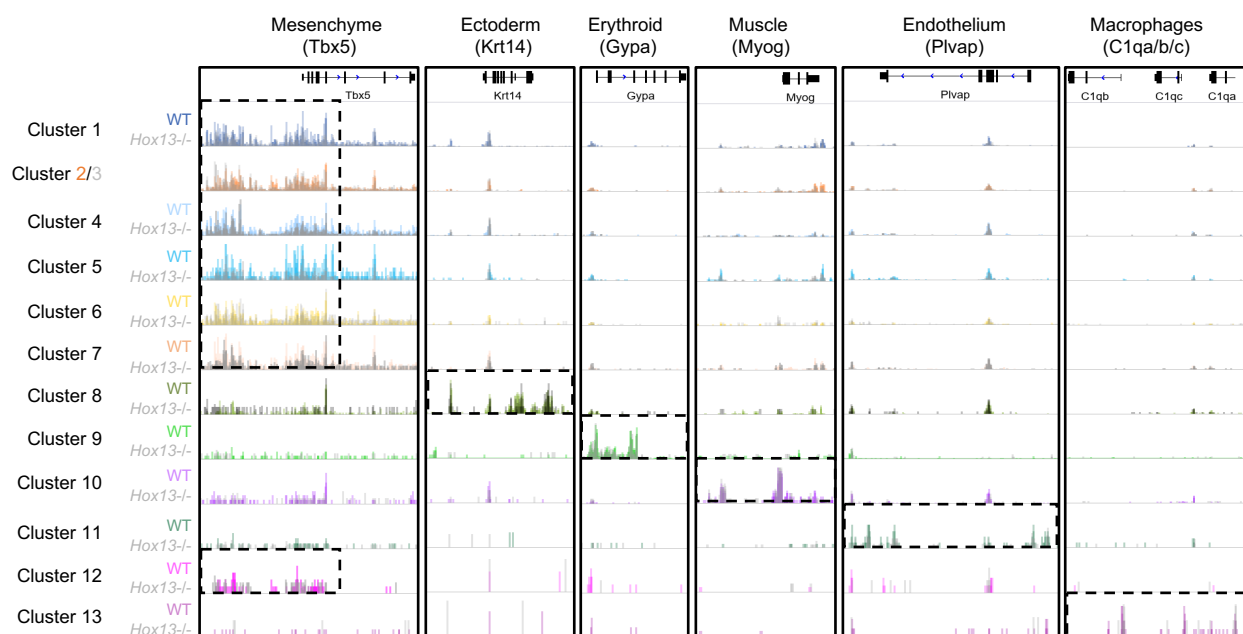

### Supplementary Figure 7: Annotation of clusters identified by single cell ATAC-seq

Genome browser view (IGV) of aggregated signal of single cell ATAC-seq clusters separated by genotype (wild type, colored and *Hox13*<sup>-/-</sup>, in grey) at marker loci for the indicated markers. Other markers were used to confirm correct identification (not shown).

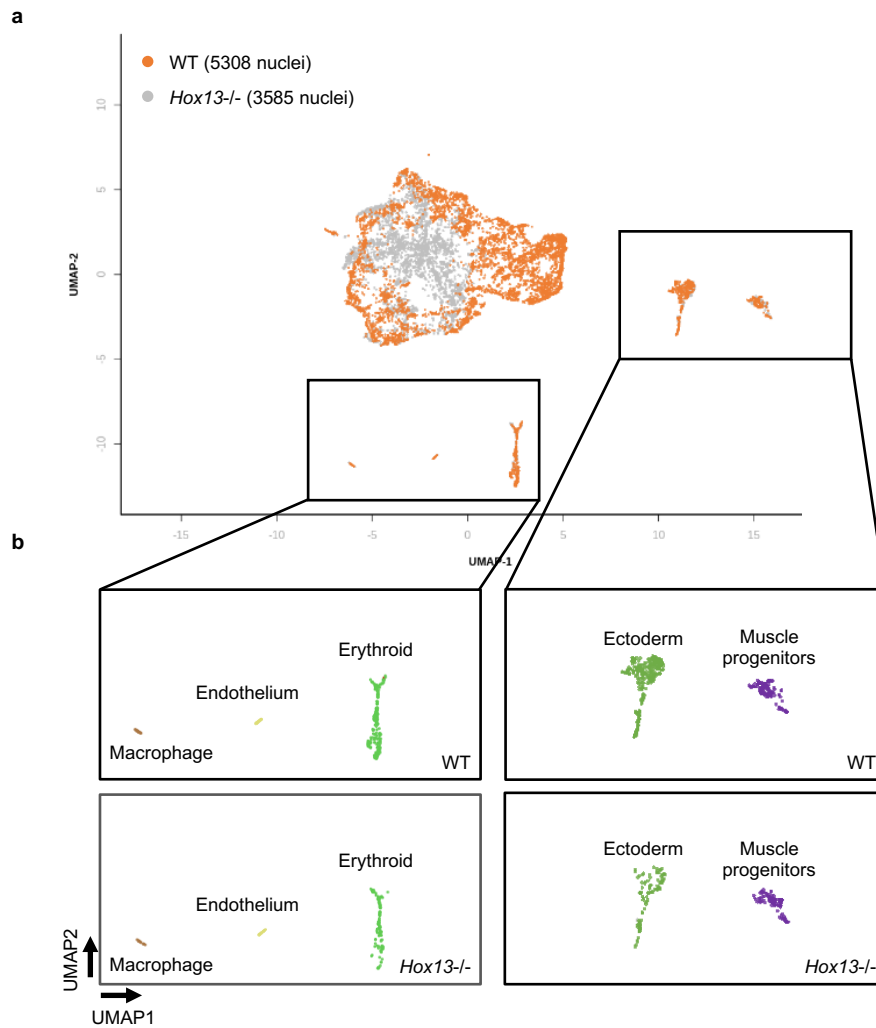

**Supplementary Figure 8: Non-mesenchymal lineages are weakly affected by *Hox13* loss of function**

**(a)** Dimensionality reduction map (UMAP) colored by genotype (wild type in orange, and *Hox13*<sup>-/-</sup> in grey). **(b)** Magnification of the squares from **(a)** separated by genotype (wild type, top and *Hox13*<sup>-/-</sup>, bottom) showing the UMAP coordinates from the non-mesenchymal lineages.

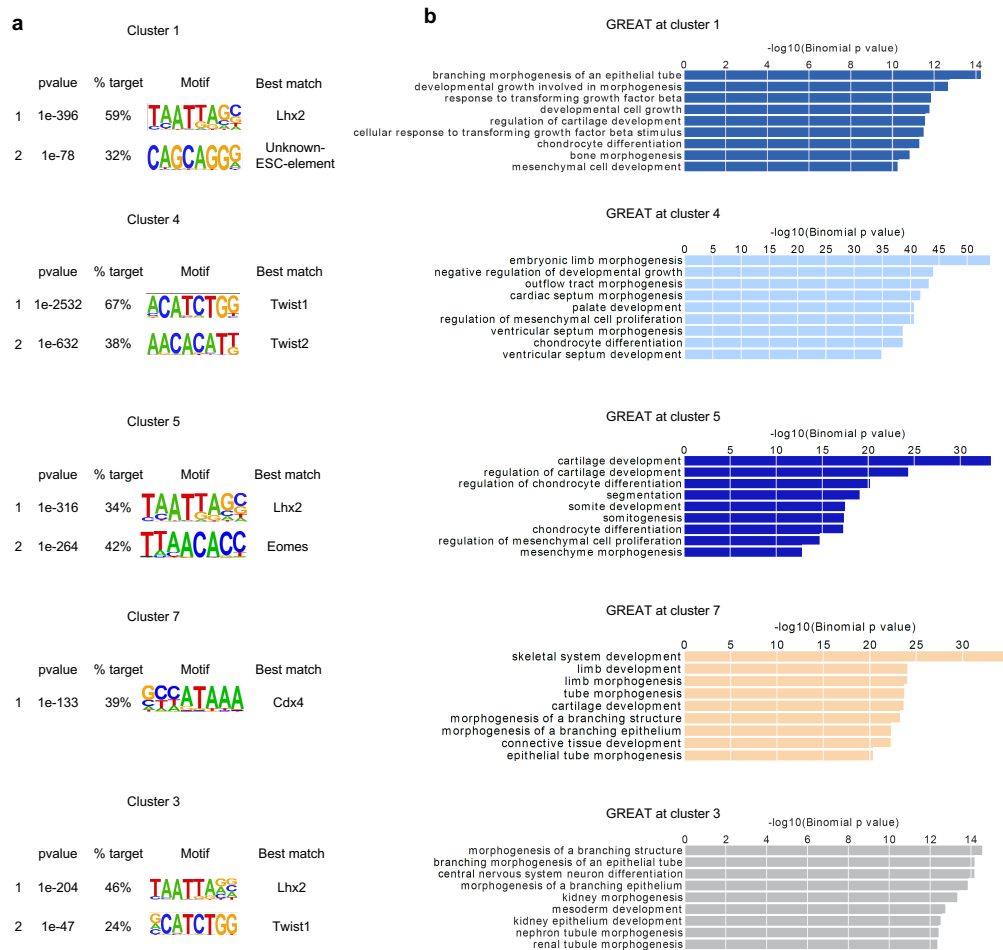

## Supplementary Figure 9: Motifs and GREAT analysis on non distal limb scATAC clusters

**(a)** Top scoring motifs found by HOMER *de novo* motif analysis on the whole peak window at clusters 1, 4, 5, 7 and 3 peaks. **(b)** GREAT analysis showing the enriched GO terms (p-value computed using binomial test over genomic regions by GREAT) for biological processes for genes associated with clusters 1, 4, 5, 7 and 3.

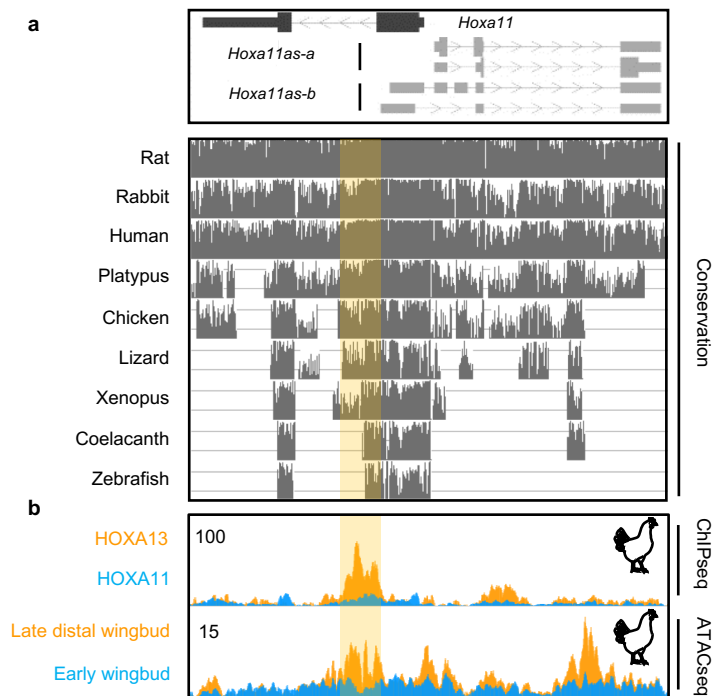

## Supplementary Figure 10: Opening of the enhancer driving *Hoxa11* antisense transcription is conserved in Chicken

**(a)** Pairwise sequence conservation at the *Hoxa11* locus. The HOX13-dependent enhancer driving antisense transcription in distal mouse limb bud is highlighted. **(b)** Genome browser view (IGV) of HOXA13 and HOXA11 ChIP-seq data (GSE86089) from primary chicken mesenchymal limb progenitor cells and ATAC-seq from chicken wing bud at early stage (HH20, blue), prior *Hox13* expression and late (HH26/27, orange) distal wing bud, in the *Hox13*-expressing domain at the *Hoxa11* locus.

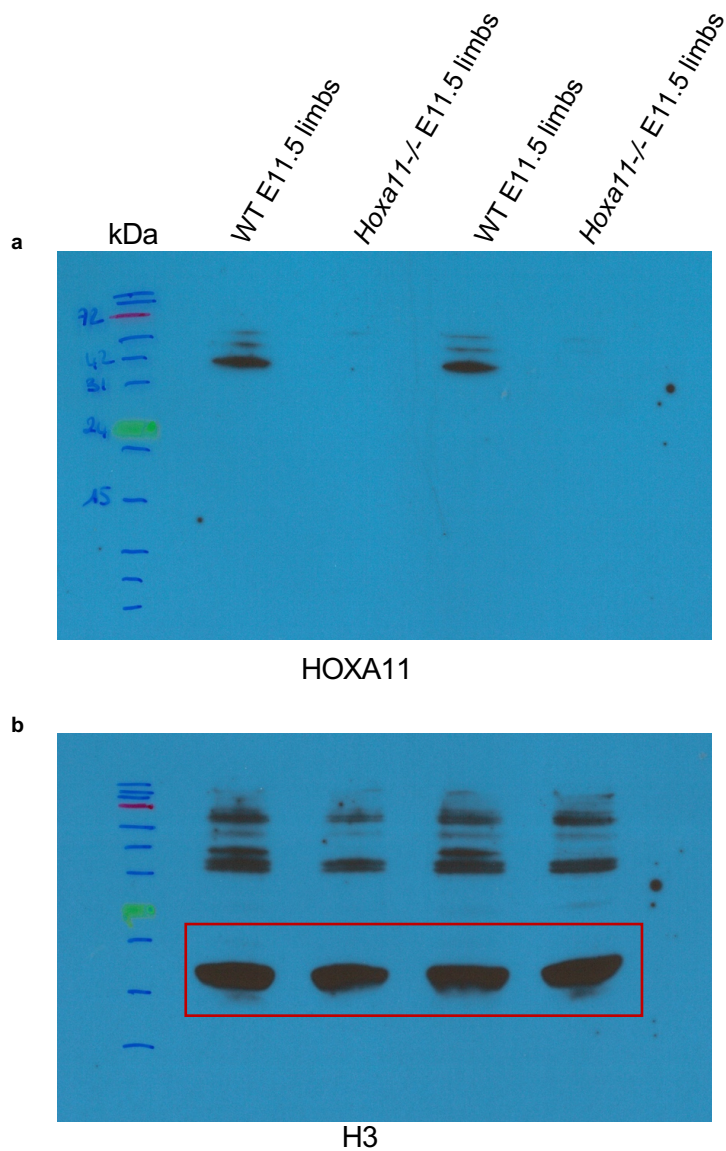

### Supplementary Figure 11: Uncropped Original Scans

Uncropped original scans from Western blot of nuclear extracts from E11.5 wild type and *Hoxa11*<sup>-/-</sup> limb buds presented in supplementary figure 1. Two replicates are shown. Antibody against HOXA11 **(a)** and Histone H3 **(b)** were used.

# Supplementary material for: HOX13-dependent chromatin accessibility underlies the transition towards the digit development program
**Source:** Nat Commun. 2020 May 19;11:2491. doi: 10.1038/s41467-020-16317-2
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ ☐ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

The ChIP-seq data for HOX13 in distal limb and RNAseq for wild type and Hox13<sup>-/-</sup> distal limb buds at E11.5 are available from the NCBI Gene Expression Omnibus repository under the accession numbers GSE81356. Chicken ChIPseq data of Hoxa13 and Hoxa11 were obtained from the accession numbers GSE86088.

Data analysis

IGV software, DESeq2, Easseq1.02, HOMER v4.9.1, Samtools v1.4.1, MACS v2.1.1.20160309 and v2.1.2, Bowtie v2.3.1, TopHat v2.1.0, Deseq2, Cellranger-atac v1.1.0, snaptools v1.4.1, SnapATAC v1.0.0, leidenalg v0.7.0, Bedtools 2.28.0, EdgeR v3.14.0, sratoolkit v2.8.2-1, R\_Bioconductor v3.5.1\_3.7, GREAT software.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The ChIP-seq data for HOX13 in distal limb and RNA-seq for wild type and Hox13<sup>-/-</sup> distal limb buds at E11.5 are available from the NCBI Gene Expression Omnibus repository under the accession numbers GSE81356. Chicken ChIP-seq data of HOXA13 and HOXA11 were obtained from the accession numbers GSE86088. Genomic data will be deposited on Gene Expression Omnibus (GEO) before publication. All other relevant data supporting the key findings of this study are available within the article or from the corresponding author upon reasonable request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | ChIP-seq were performed using a pool of an average of 60 forelimb buds (30 embryos), ATAC-seq were performed in duplicate from 50000 random cells from pooled left and right forelimb buds of a single embryo and scATAC-seq were performed using random cells from pooled left and right forelimb buds of a single embryo. No statistical methods were used to determine sample size. We chose the sample size based on literatures in the field. |
| Data exclusions | There was no exclusion/inclusion of samples or animals in the analysis                                                                                                                                                                                                                                                                                                                                                                             |
| Replication     | All attempts at replication were successful.<br>ATAC-seq and HOXA11 ChIP-seq in WT mice were done using two biological replicates<br>RNA-seq experiments were performed on three biological replicates<br>HOXA11 ChIP-seq in RA11KI mice was done using one replicate<br>HOXA11 ChIP-seq in Hox13 <sup>-/-</sup> mice was done using one replicate<br>scATAC-seq in WT and Hox13 <sup>-/-</sup> were done using one replicate                      |
| Randomization   | There was no randomization of experiments. In this study we analyzed RNA-seq data, ChIP-seq data, ATAC-seq and scATAC-seq data with embryonic tissues.                                                                                                                                                                                                                                                                                             |
| Blinding        | Investigators were not blinded during experiments and analysis because all samples were analyzed in the same way. Genotyping was done before performing the experiments.                                                                                                                                                                                                                                                                           |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                              |
|-----------------|--------------------------------------------------------------------------------------------------------------|
| Antibodies used | HOXA11 (SAB1304728, Sigma)                                                                                   |
| Validation      | In Supplementary Figure 1a, we validated the antibody by western-blot using WT and knockout mouse for HOXA11 |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|--------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | Hoxa13null (Hoxa13Str), Hoxd13null (Hoxd13lacZ), RosaHoxa11 mouse lines were previously described. All mice were maintained in mixed background (C57BL/6 X 129). All mice were maintained in mixed background (C57BL/6 X 129). The mice were housed in a 12h light: dark cycle between 18°C and 26°C temperature with relative humidity of 30-70 percent and given ad-libitum access to food and water for the duration of the study. Noon of the day of the vaginal plug was considered as E0.5 and the experiments were done using e11.5 embryos. |
|--------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

## Wild animals

This study did not involve wild animals

## Field-collected samples

This study did not involve field-collected samples

## Ethics oversight

Mice work at the Institut de Recherches Cliniques de Montréal (IRCM) was reviewed and approved by the IRCM animal care committee (protocols 2015-14 and 2017-10) in accordance with Canadian regulations. We have complied with all relevant ethical regulations.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

## Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

## Data access links

*May remain private before publication.*

Link to access data from ChIP-seq and ATAC-seq: <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE123482> - access code: mpsbamwivrybnkv

Link to access data from scATAC-seq: <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE145657> - access code: kvefoskidhubtwx

## Files in database submission

Raw files and processed files of all ChIP-seq, ATAC-seq and scATAC-seq can be found on GEO under the accession number GSE123482 and GSE145657

Genome browser session  
(e.g. [UCSC](#))

BigWig files for visualization are provided on GEO under the accession number GSE123482 and GSE145657

## Methodology

## Replicates

ATAC-seq and HOXA11 ChIP-seq in WT mice were done using two biological replicates  
 HOXA11 ChIP-seq in RA11KI mice was done using one replicate  
 HOXA11 ChIP-seq in Hoxa31<sup>-/-</sup> mice was done using one replicate  
 scATAC-seq in WT and Hox13<sup>-/-</sup> were done using one replicate

## Sequencing depth

HOXA11 ChIP-seq in WT rep1 has 101965670 total number of reads, 72987652 uniquely mapped reads and is paired-end  
 HOXA11 ChIP-seq in WT rep2 has 49518472 total number of reads, 48474259 uniquely mapped reads and is paired-end  
 HOXA11 ChIP-seq in RA11KI has 48474259 total number of reads, 31790952 uniquely mapped reads and is paired-end  
 HOXA11 ChIP-seq in Hox13<sup>-/-</sup> has 130570369 total number of reads, 89379062 uniquely mapped reads and is paired-end  
 ATAC-seq in proximal WT rep1 has 54934026 total number of reads, 33749203 uniquely mapped reads and is paired-end  
 ATAC-seq in proximal WT rep2 has 57507523 total number of reads, 37704269 uniquely mapped reads and is paired-end  
 ATAC-seq in distal WT rep1 has 61017754 total number of reads, 38578851 uniquely mapped reads and is paired-end  
 ATAC-seq in distal WT rep2 has 60436768 total number of reads, 34571856 uniquely mapped reads and is paired-end  
 ATAC-seq in distal Hox13<sup>-/-</sup> rep1 has 56294651 total number of reads, 34791774 uniquely mapped reads and is paired-end  
 ATAC-seq in distal Hox13<sup>-/-</sup> rep2 has 56259930 total number of reads, 35322840 uniquely mapped reads and is paired-end  
 scATAC-seq in WT has 143472318 total number of reads, 139753046 uniquely mapped reads and is paired-end  
 scATAC-seq in Hox13<sup>-/-</sup> has 133313344 total number of reads, 129402112 uniquely mapped reads and is paired-end

## Antibodies

HOXA11 (SAB1304728, Sigma)

## Peak calling parameters

Peaks were identified by comparing each sample to its input using MACS v2.1.1.20160309 callpeak function using the parameters: `--bw 250 -g mm --fold 10 30 -p 1e-5`.  
 The script used for the scATAC-seq analysis can be found at this link: [https://github.com/BCYasser/DigitMorphoScATAC/blob/master/analysis\\_script](https://github.com/BCYasser/DigitMorphoScATAC/blob/master/analysis_script)

## Data quality

HOXA11 ChIP-seq in WT rep1 has 39869 total peaks with pvalue<0.00005; and 17436 peaks with a fold>5  
 HOXA11 ChIP-seq in WT rep2 has 36909 total peaks with pvalue<0.00005; and 26041 peaks with a fold>5  
 HOXA11 ChIP-seq in RA11KI has 55249 total peaks with pvalue<0.00005; and 39990 peaks with a fold>5  
 HOXA11 ChIP-seq in Hoxa31<sup>-/-</sup> has 75283 total peaks with pvalue<0.00005; 24557 with fold>5  
 ATAC-seq in proximal WT rep1 has 26734 total peaks with pvalue<0.00005; and 16081 peaks with a fold>5  
 ATAC-seq in proximal WT rep2 has 26198 total peaks with pvalue<0.00005; and 13610 peaks with a fold>5  
 ATAC-seq in distal WT rep1 has 42736 total peaks with pvalue<0.00005; and 25923 peaks with a fold>5  
 ATAC-seq in distal WT rep2 has 31313 total peaks with pvalue<0.00005; and 19747 peaks with a fold>5  
 ATAC-seq in distal Hoxa13<sup>-/-</sup> rep1 has 39116 total peaks with pvalue<0.00005; and 26701 peaks with a fold>5  
 ATAC-seq in distal Hoxa13<sup>-/-</sup> rep2 has 47127 total peaks with pvalue<0.00005; and 34199 peaks with a fold>5

## Software

Easeq1.02, HOMER v4.9.1, MACS v2.1.1.20160309, Bowtie v.2.3.1, tophat v2.1.0, Deseq2, sratoolkit v2.8.2-1, R\_Bioconductor v3.5.1\_3.7  
 The script used for the scATAC-seq analysis can be found at this link: [https://github.com/BCYasser/DigitMorphoScATAC/blob/master/analysis\\_script](https://github.com/BCYasser/DigitMorphoScATAC/blob/master/analysis_script)

How the deposited data were processed for this re-analysis (not part of the article)

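The samples are ATAC-seq libraries of distal forelimb buds at E11.5, 2 from wild-type and 2 from *Hox13*-/- embryos, each from 50000 cells of a single embryo. A further 2 libraries, of proximal limb buds, are listed with the study and were not analysed here. The paper calls them wild type, whereas their deposited genotype label reads control with the *Rosa* Hoxa11 allele. The ChIP-seq, RNA-seq and single-cell data were not analysed here either. According to the paper, the authors aligned paired-end reads to mm10 with bowtie2 2.3.1, made tag directories with HOMER 4.9.1, called peaks with MACS 2.1.1 in each library, merged the peaks with HOMER and compared the genotypes with HOMER's differential command, which runs DESeq2. The paper's text does not say whether duplicate reads, blacklisted regions or the Tn5 offset were handled for these libraries. A missing offset correction would move read ends by a few bases, which is small against the peaks' median length of 249 bp.

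For every peak the authors deposited rLog values per library, which are on a log2 scale, scaled by size factors and shrunk towards the peak's mean. The authors also deposited a log2 fold change for each peak from DESeq2, which is less shrunken, and which is negative where accessibility is lower in *Hox13*-/-. With it the authors deposited a p-value and a Benjamini-Hochberg adjusted p-value per peak. An adjusted p of 1 in 5984 low peaks was kept as listed. No read numbers per peak are in these values, so the depth behind a peak is unknown and no counting interval is given. Depth per library is known only as the paper's read totals, which for uniquely mapped reads run from 34571856 to 38578851. Shrinkage makes rLog differences of peaks with few reads smaller than their fold changes, and a fixed fold threshold on rLog therefore passes fewer such peaks.

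Differences between genotypes were computed from the rLog values of all 61954 peaks with limma 3.58.1 in R 4.3.3, with 1 term for genotype, a variance trend on mean signal, two-sided tests and Benjamini-Hochberg adjustment. Decreased and increased peaks had an adjusted p under 0.05 and a log2 difference beyond 1. The procedure was tested on simulated data drawn from the fitted means and spreads of the 61954 peaks. It recovered 200 of 200 peaks changed by 1.5 on the log2 scale. It called 0 other peaks at a fold change of 2, and 14 others had an adjusted p under 0.05. The simulated noise had the shared spread that the fit assumes, and both 1.5 and the fold threshold are large against it. This outcome was therefore nearly fixed beforehand and gives no error rate for the real peaks. With 2 libraries per genotype no permutation of the labels can give a p under 0.05, and limma's p rests on a spread shared between peaks. The prior degrees of freedom of the fit were infinite. A peak's own replicate spread therefore did not enter its standard error or p.

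With the exceptions given at the end of this paragraph, peaks named in the text were chosen by a rule set before the data were examined. Also set beforehand were the tests and thresholds for changed peaks, replicate correlation and the HOX motif, and most alternatives. The start sites of Supplementary Fig. 5f and the combinations of another scaling, the GC correction or the block with no fold threshold were added after seeing the data. The rule takes the bulk ATAC-seq loci the paper names, the 5 peaks with the smallest p in each direction among those passing both thresholds with the libraries of the genotypes apart, the 2 with the largest fold change in each direction, and those over *Hoxa13* and *Hoxd13*. Largest fold change was read as the largest rLog difference. The Hoxa11 antisense enhancer was taken as the peaks over *Hoxa11* and *Hoxa11os* that overlap a locus of Fig. 2f. The transcription start sites from which the distances of Supplementary Fig. 5f were counted were chosen after peaks had been seen. With GENCODE gene starts, tried first, the nearest peak to the *Pitx1* position was 4111 bp away and outside the limit of 3 kb. With the nearest of all curated RefSeq start sites, tried next, the *Wnt5a* locus of that figure matched another peak. The most upstream curated RefSeq start site was then used for all genes. A group of 3 peaks on chromosome 6 and the peaks beside the strongest decreased peak, in the closing section, were named after their values were seen. The peaks with the highest signal, named under Supplementary Fig. 5, are outside the rule and were named for their signal.

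Sequence, GC content and HOX motif matches came from the GRCm38 genome, which is mm10, read with pysam 0.24.0, and gene positions from GENCODE M21 basic and RefSeq. All peaks lie within its chromosome ends. Coordinates are counted from 1. Fisher's exact tests, correlations and permutations used scipy 1.17.1, and the logistic model used statsmodels 0.14.6, in Python 3.11.15 with pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. Overlaps needed at least 1 bp. Alternatives were 3 other scalings of the libraries, limma without the trend, filters that kept the upper 75% or 50% of peaks by mean signal, other fold and adjusted p thresholds, the replicate number as a block, a GC correction, and leaving out each library. The labels give both genotypes replicates 1 and 2, and these numbers are the only source of a pairing. For the correlation and the motif, the scale, statistic, filter, motif, window, background and classes were varied. Several alternatives that need read numbers could not be applied to log2 values. In the closing section 12 explanations were tested, 7 of them chosen after the result was seen.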

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

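All tests in this part were chosen after the result was seen. The 3 increased peaks with the largest log2 fold changes in the authors' deposited table all lie within 10 Mb of *Hoxa13* on chromosome 6, a pattern the paper does not report. They were singled out after their values were seen. A peak in an intron of *Cntnap2* from 47134203 to 47134350 has a deposited log2 fold change of 6.82, and rLog was 2.97 ± 0.021 (SD, n = 2) in wild type and 3.59 ± 0.086 (SD, n = 2) in *Hox13*-/-. A second peak in an intron of *Cntnap2*, from 47153112 to 47153270, has a deposited log2 fold change of 6.65, with rLog at 2.86 ± 0.018 (SD, n = 2) and 3.41 ± 0.045 (SD, n = 2). In an intron of *Mpp6*, the peak from 50139157 to 50139506 has a deposited log2 fold change of 5.43, with rLog at 3.67 ± 0.013 (SD, n = 2) and 4.71 ± 0.12 (SD, n = 2). They lie 5.12, 5.10 and 2.12 Mb from *Hoxa13*, and both *Hox13*-/- libraries exceeded both wild-type libraries at each. Among the 8 largest increases, the same 3 are within 10 Mb and a further 1 is on the same chromosome.

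Strain variants carried along with the targeted alleles could give such a pattern, since the paper states a mixed background (C57BL/6 and 129) and *Hox13*-/- embryos are homozygous for both targeted alleles. Such variants would raise the share of differential peaks around the genes. From 1 to 10 Mb from *Hoxa13*, without the 3 peaks, 20 of 407 peaks (4.91%) are differential in the deposited table, at percentile 48.8 of 9652 random autosomal positions, where the middle 95% ranged from 2.10 to 8.62%. Around *Hoxd13* it is 29 of 425 peaks (6.82%), at percentile 85.7. Differential peaks with a log2 fold change beyond 3.5 in size number 79 in all, and 2 besides the 3 are within 10 Mb of *Hoxa13*, a number that 12.7% of random positions reach. None of these tests shows an excess. What causes the other differential peaks was not tested, a few variants among them would change these shares little, and strain variants remain possible.

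Few reads at these peaks may also inflate a fold change. Of 7931 other peaks within 0.1 rLog of one of the 3 in mean signal, 0 had a deposited increase as large as the smallest of the 3, and 4 had a decrease as large. The count of increases was nearly fixed beforehand, because the 3 peaks were picked as the largest, so few reads cannot be set aside as an explanation. The pattern cannot be told apart from either explanation, and a biological one, an effect of HOX13 loss on these introns, was not tested separately.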

How the results depend on the processing

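The numbers of decreased and increased peaks, 139 and 194, stayed within 1.5 times under the scalings, filters, GC correction and stricter adjusted p that were run. Only the fold threshold moved them further. At more than 1.5-fold there were 965 decreased and 2064 increased peaks, and with no fold threshold 5146 and 7040. Because every peak more than 2-fold apart also had an adjusted p under 0.01, dropping the trend or tightening the adjusted p had no room to change the numbers and shows no stability. With 1 library left out at a time, and no test, from 134 to 163 peaks were more than 2-fold lower and from 202 to 249 more than 2-fold higher across the 4 comparisons.

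The balance of directions depends on scaling and on the fold threshold. Decreased peaks made up 41.7% of the changed peaks with the deposited scaling, 51.9% (163 against 151) with each library centred on its median and 51.8% (157 against 146) after the GC correction. Quantile normalization gave 47.0%, cyclic loess 41.3% and the upper 50% of peaks 37.9%. At more than 1.5-fold the share was 31.9%. Without a fold threshold the share was 42.2% with the deposited scaling. Combinations of this with other settings were chosen after seeing the data. The share was then 53.1% (6811 against 6017) after median centring, a shift of the median difference of all peaks by 0.034, 45.8% (5375 against 6365) after quantile normalization, 43.3% (5017 against 6577) after cyclic loess, 43.2% (4481 against 5886) after the GC correction and 41.5% (4967 against 7013) with the replicate block. Increases prevailed in all of these but median centring.

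With the replicate number as a replicate block, 139 peaks were decreased and 194 increased. The block cannot change a difference, so these numbers had little room to change and show no stability. Same-numbered libraries come from different embryos, and the correlation of their deviations from the genotype means was −0.011.

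Between wild-type replicates, r squared was 0.986, and it was 0.970 on the linear scale. Among the upper 50% of peaks it was 0.971 in wild type and 0.971 in *Hox13*-/-. A narrower range of signal is part of that filter, and the cause of the linear value was not tested. The odds ratio of the HOX motif in decreased peaks stayed above 1 in every alternative run, from 3.76 in the logistic model to 22.9 with classes from limma, and was 5.02 for the motif CYMATAAA and 4.30 against increased peaks.

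Over the 22 named peaks, on which the block cannot change a difference, 87 of the values under another scaling or the block kept their direction and their side of the threshold, and 1 reversed. Of the values with 1 library left out, 85 kept their direction and 3 reversed. All reversals were at peaks whose difference was near 0. The *Hoxa13* peak was at −0.079 and ranged from −0.19 to 0.036 with 1 library left out, and was 0.0080 without *Hox13*-/- replicate 1. The second *Hoxd13* peak was at 0.032, and at −0.0021 after median centring, which shifts every peak by the same amount. It ranged from −0.034 to 0.098 with 1 library left out. The cause of the reversals with 1 library left out was not tested. A fold change of 2 was crossed at 2 other named peaks with 1 library left out. The second of the *HoxD* peaks past it ranged from −1.15 to −0.93, and the *Bmp2* peak of Supplementary Fig. 5f, which had not reached it, ranged from −1.02 to −0.50. The start sites used for Supplementary Fig. 5f were chosen after seeing the data. Counting from the nearest of all curated RefSeq start sites changed the *Wnt5a* peak from −1.22 to −0.48 and kept the *Pitx1* (−27 kb) peak. Counting from GENCODE gene starts kept the *Wnt5a* peak and left *Pitx1* (−27 kb) without a peak within 3 kb.

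Library sizes set to the stated mapped reads and a pseudocount were not run, since the values are on a log2 scale, and a restriction to autosomes changes nothing because all peaks lie on autosomes. The depth behind each peak is unknown, so weak peaks can be judged only through their shrunken values.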

Differences from the paper's values

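The paper's source data for Fig. 2f list 2241 decreased loci, where limma on the rLog values gave 139 decreased peaks and the authors' deposited table itself lists 1135. The rLog values are shrunken, so a fold change of 2 is a stricter cut on them. None of the alternatives set before the data were examined came within 1.5 times of the paper's number. The nearest below was 965 at more than 1.5-fold and the nearest above was 5146 with no fold threshold.

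For increased peaks the paper shows about 3100 in Fig. 2d and about 3300 in Supplementary Fig. 5b, read by eye. Here limma gave 194, and the authors' deposited table lists 1983. None of the alternatives set before the data were examined came within 1.5 times of either number, with 2064 at more than 1.5-fold and 7040 with no fold threshold.

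The paper shows r squared between replicates of about 0.83 in wild type and about 0.84 in *Hox13*-/- in Supplementary Fig. 5a, read by eye, on read densities. On the rLog values it was 0.986 and 0.987. None of the alternatives set before the data were examined reached the paper's values, and on the linear scale it was 0.970 and 0.991.

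Supplementary Fig. 5f shows a loss of accessibility near *Tfap2b* (+31 kb). The nearest deposited peak there differed by −0.11 (standard error 0.131, limma adjusted p = 0.59), and no scaling or replicate block called it. The figure also shows a loss near *Msx1* (+84 kb), where no deposited peak lay within 3 kb. The peak nearest to that position, 11953 bp away, differed by 0.11 (limma adjusted p = 0.59).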

Other observations

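Of the tests in this part, those of location relative to transcription start sites, of base composition at HOXA11-specific sites and of repeated sequence were chosen after the result was seen, and the other 5 before it. How the test of signal level in strongly accessible peaks was read was corrected after its values were seen, and the numerical limits by which the tests were judged were not set beforehand.

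The enhancers of Fig. 3h, which the paper shows in single cells, also have values in the bulk libraries. At *Bmp2* (+43 kb), the peak on chromosome 2 from 133593825 to 133594203 had rLog values of 5.33 ± 0.17 (SD, n = 2) in wild type and 4.17 ± 0.096 (SD, n = 2) in *Hox13*-/-, a difference of −1.15 (standard error 0.131, limma adjusted p = 5.3e-16). At *Wnt5a*, the nearest peak is also the one matched to the locus of Supplementary Fig. 5f, from 28879472 to 28879956 on chromosome 14, with 6.17 ± 0.085 (SD, n = 2) and 4.95 ± 0.028 (SD, n = 2).

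HOXA11-specific sites gained accessibility in *Hox13*-/- distal limb buds. The 2000 such sites compared here, from the paper's source data, are fewer than the number its text gives. Peaks overlapping these 2000 sites numbered 966. The authors' deposited table lists 196 of these (20.3%) as increased, against 32.8 expected from peaks of the same mean signal, a ratio of 5.97. The two-sided permutation p was 0.0002, the smallest that 10000 resamples can give. The table lists 0 of these peaks as decreased. That number was largely fixed by the choice of sites, since the paper describes them as without HOX13 binding and most loci of decreased accessibility as bound by HOX13. The median difference was 0.28 at these peaks and −0.0092 at the others. A candidate explanation is that *Hoxa11*, which the paper describes as expressed distally in this mutant, opens sites it binds, and the excess is in the direction this predicts. HOXA11-specific sites lie away from transcription start sites, and the ratio was 4.36 once peaks were also matched on lying within 1 kb of one, and 3.78 once they were also matched on GC content, so neither accounts for it fully. The lack of HOX13 binding was not matched. A change in the mixture of cells, or accessibility resembling that of proximal cells, would give the same excess and was not tested, and proximal libraries were not analysed here. The pattern cannot be told apart from these.

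The loss of accessibility grew with the number of HOX motif matches in the 200 bp around the midpoint, which take in flanking sequence at shorter peaks. The median difference was −0.0014 at the 50937 peaks with 0 matches, −0.0065 with 1, −0.12 with 2 and −0.22 at the 308 peaks with 3 or more. The authors' deposited table lists 0.883% of the peaks with 0 matches as decreased, 4.62% with 1, 12.4% with 2 and 17.2% with 3 or more. Peak length and base composition could produce an excess of motifs in decreased peaks, but with both in a logistic model the odds ratio was still 3.76, down from 9.05. They may therefore account for part of it. The number of matches itself was not adjusted for peak length or base composition.

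Peaks with high signal were slightly lower in *Hox13*-/-, as were peaks near transcription start sites when pooled over all signal levels. The latter (19644 peaks) had a median difference of −0.11. Relative to the mean of the 4 libraries they lay at 0.056 and 0.044 in wild type and at −0.051 and −0.051 in *Hox13*-/-. In the top 10% by mean signal (6196 peaks) the median difference was −0.13. If signal level alone caused this, peaks near transcription start sites and other peaks of that 10% would shift alike. They did not, with −0.16 at the 4570 peaks within 1 kb of a start site and 0.13 at the 1626 others. After a GC correction the median of the 10% was −0.045, with −0.068 and 0.10 in the 2 groups, so GC content bias is a candidate explanation for most of the shift of the whole 10%, and not for the opposite directions of its groups. Within the 10%, the lowering was thus at peaks near start sites and not at the others. Near start sites it was −0.16 in the 10% and −0.11 over all levels, so a part for signal level is not excluded. The pattern is not called biological.

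The peak with the largest loss, on chromosome 6 from 47650850 to 47651561, borders 8 peaks spaced at a median of 4322 bp. Their differences ran from −0.053 to 0.25, with 0 at an adjusted p under 0.05 and 1 at an unadjusted p under 0.05. None of the 9 has a HOX motif match. Of the 50-base sequences of the 8, 100% recur within 50 kb, so reads shared between near-identical repeat units could affect them. Of the 50-base sequences of the peak with the largest loss, 0% recur within 50 kb, which goes against sharing of identical sequences there. Copies that differ by a few bases were not searched for, so sharing with a diverged unit is not excluded. Copies farther away were not tested, and neither was a difference between strains in the number of units. The peak lies 4.61 Mb from *Hoxa13*.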
